# Cell-fate conversion of intestinal cells in adult *Drosophila* midgut by depleting a single transcription factor

**DOI:** 10.1038/s41467-024-46956-8

**Published:** 2024-03-26

**Authors:** Xingting Guo, Chenhui Wang, Yongchao Zhang, Ruxue Wei, Rongwen Xi

**Keywords:** Transdifferentiation, Intestinal stem cells, Drosophila

## Abstract

The manipulation of cell identity by reprograming holds immense potential in regenerative medicine, but is often limited by the inefficient acquisition of fully functional cells. This problem can potentially be resolved by better understanding the reprogramming process using in vivo genetic models, which are currently scarce. Here we report that both enterocytes (ECs) and enteroendocrine cells (EEs) in adult *Drosophila* midgut show a surprising degree of cell plasticity. Depleting the transcription factor Tramtrack in the differentiated ECs can initiate Prospero-mediated cell transdifferentiation, leading to EE-like cells. On the other hand, depletion of Prospero in the differentiated EEs can lead to the loss of EE-specific transcription programs and the gain of intestinal progenitor cell identity, allowing cell cycle re-entry or differentiation into ECs. We find that intestinal progenitor cells, ECs, and EEs have a similar chromatin accessibility profile, supporting the concept that cell plasticity is enabled by pre-existing chromatin accessibility with switchable transcription programs. Further genetic analysis with this system reveals that the NuRD chromatin remodeling complex, cell lineage confliction, and age act as barriers to EC-to-EE transdifferentiation. The establishment of this genetically tractable in vivo model should facilitate mechanistic investigation of cell plasticity at the molecular and genetic level.

## Abstract (web summary)

The mechanisms underlying cell plasticity remain poorly understood. Here, Guo et.al discover that intestinal cells in the fly gut can alter their fates through the loss of a single gene, and identify several molecular barriers to cell reprogramming.

## Introduction

It was a longstanding view that terminally differentiated somatic cells were stable and could not be changed. However, in recent decades, it has been found that the forced expression of a cocktail of transcription factors (TFs) or small molecules can alter the developmental identity of a cell into another type^1,2^. Moreover, the reprogramming process occurs naturally in somatic tissue injury, such as the dedifferentiation of committed progenitor cells or differentiated cells back to stem cells in the injured airway and intestine^3,4^. Somatic cell fate plasticity provides great potential in regenerative medicine, and the concept of in situ cell fate reprogramming, which aims to convert resident cells into the desired cells within the tissue, is currently under exploration for the generation of various cell types, such as neurons, cardiomyocytes, and β-cells^5–8^. However, these approaches are often limited by inefficient cell reprogramming that cannot acquire sufficient function of the desired cell types, which is at least in part due to our incomplete understanding of the molecular mechanisms underlying cell reprogramming and cell identity maintenance.

The intestinal stem cell (ISC) lineage in the *Drosophila* midgut is an ideal system for studying cell fate specification and maintenance. It is due to its similar yet less complex cellular composition and regulatory mechanisms, relative to the mammalian intestine, as well as the advantage in genetic manipulation^9,10^. The multipotent ISCs give rise to committed progenitor cells including enteroblasts (EBs) and enteroendocrine progenitor cells (EEPs), which further differentiate into absorptive enterocytes (ECs) and secretory enteroendocrine cells (EEs), respectively (Fig. 1a)^11,12^. The ISC-EB interaction via Delta-Notch signaling guides EBs to differentiate into ECs, which occurs in approximately 80% ISC progeny^13^. A transient induction of Scute allows ISCs to generate EEPs, which divide once before terminal differentiation into pairs of EEs^14^. The differentiation of EE requires the expression of Prospero (Pros), a selector TF that governs and promotes the entire EE-specific transcriptional program^15^. Genetic manipulation or environmental stimulation has revealed the ability of lineage-committed progenitors to display lineage plasticity. For instance, EBs committed to the EC lineage can transition into the EE lineage by downregulating the fate-regulating TFs. Moreover, these EBs can undergo dedifferentiation into ISCs as part of the regenerative response triggered by pathogen infection^16–20^. Interestingly, EEs have multiple subtypes, and these subtypes can be efficiently switched from one type to another by temporarily altering their TF code^15,21^. In addition, the ectopic expression of the ISC factor *escargot (esg)* in ECs can suppress EC-specific differentiation gene expression^22^. Together, these observations suggest that ECs and EEs, despite being terminally differentiated cells, may still retain some degree of cell plasticity.

**Fig. 1:**
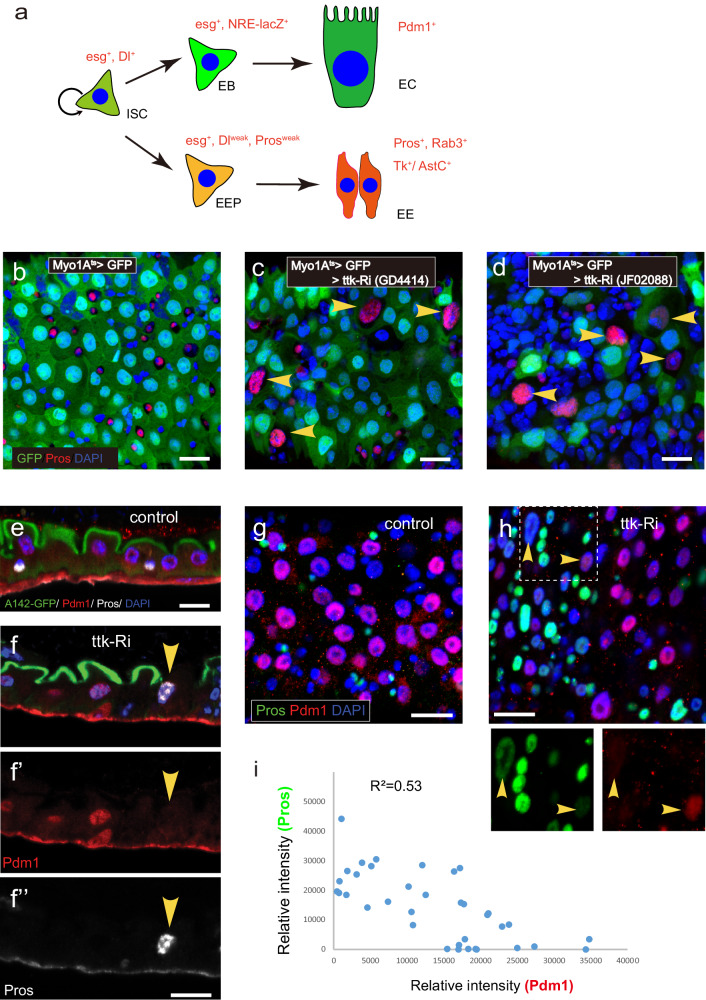
Depleting Ttk in ECs causes transdifferentiation into EE-like cells. **a** The diagram depicts the different cell types within the intestinal stem cell (ISC) lineage in the Drosophila intestine, along with cell type marker genes. **b**–**d** In normal guts, ECs are marked by Myo1A>GFP, while Pros is expressed in GFP-negative diploid cells (**b**). However, when Ttk is knocked down in ECs, Pros expression is activated in polyploid cells, concomitant with downregulation of GFP expression in these cells (**c**, **d**). **e**, **f** Sagittal-sectional views of the gut show that normal ECs express the signature transcription factor Pdm1 and can be labeled with A142-GFP at their apical brush border (**e**). However, upon Ttk knockdown in ECs, Pdm1 and A142-GFP expression is lost in polyploid cells, which instead show upregulation of Pros expression (**f**). **g**–**i** In normal guts, Pros and Pdm1 specifically mark EEs and ECs, respectively (**g**). Following Ttk depletion in ECs, the acquisition of Pros expression is accompanied by the loss of Pdm1 expression (**h**). Dot plots depicting the signal intensity of Pdm1 and Pros within each cell also reveal a significant negative correlation between these two factors (**i**), source data are provided as a Source Data file. Scale bars, 20 μm.

Previously, we discovered a transcriptional repressor known as Tramtrack (Ttk, or Ttk69 isoform) that functions to suppress EE specification in progenitor cells^16^. Depleting Ttk results in all progenitor cells adopting EE specification, regardless of the Notch activation status^16^. Our findings suggest that Ttk acts as a critical master repressor of EE specification during the early stages of progenitor cell differentiation. Interestingly, although Ttk plays a critical role in controlling cell fate specification in both ISCs and progenitor cells, we have found that it is most highly expressed in ECs^16^. This observation raises an intriguing possibility that Ttk may also play a role in ECs.

In this study, we identified an important role of Ttk in ECs, which is to maintain EC identity and prevent the transdifferentiation into EEs. Additionally, we discovered that EEs are also highly plastic and can dedifferentiate into ISCs when Pros are depleted. Our findings from chromatin accessibility analysis, as well as from a genetic screen aimed at identifying modifiers of EC-to-EE transdifferentiation have provided important insights into the molecular barriers that impede the process of cell reprogramming.

## Results

### Depleting Ttk in ECs initiates EC-to-EE transdifferentiation

To investigate the potential role of Ttk in ECs, we used an EC-specific GAL4 driver Myo1A-GAL4^ts^ to express ttk-RNAi (VDRC#GD4414 or BDSC#TRiP.JF02088) and deplete Ttk in ECs for seven days. Strikingly, we observed that depleting Ttk caused approximately 19.5 ± 2.1% (*n* = 17, totally 1419 ECs counted) of differentiated ECs within the posterior midgut to express the EE signature protein Pros (Fig. 1b–d; Supplementary Fig. 1a, b). The acquired EE-like identity in Ttk-depleted ECs was accompanied by the loss of EC identity, which was reflected by reductions in EC-specific markers including Myo1A-GAL4, UAS-GFP (or Myo1A>GFP hereafter, for simplicity) (Fig. 1b–d), the brush border marker A142-GFP (Fig. 1e, f), and the EC-specific TF Pdm1 (Fig. 1g, h). Collectively, these data suggest that the acquisition of EE identity in Ttk-depleted EC is accompanied by the loss of EC identity.

To determine if the transdifferentiation of ECs to EEs occurred directly through a switch in transcriptional programs or indirectly through dedifferentiation into a progenitor cell state before adopting a different cell fate, we analyzed the expression dynamics of Pdm1 and Pros following Ttk depletion in ECs. We observed that both the expression levels of the EC-specific TF Pdm1 and the EE-specific TF Pros exhibited an inverse correlation in each individual Ttk-depleted EC. Occasionally some ECs expressed both Pdm1 and Pros at low levels (Fig. 1i, arrowheads), and in general, the appearance of Pros expression seemed to occur immediately after the loss Pdm1 (Fig. 1g–i). Furthermore, we conducted staining for the progenitor cell marker esg-lacZ during the reprogramming process. However, no discernible signal was observed in ECs depleted of Ttk (Supplementary Fig. 2). These observations indicate that the transdifferentiation is direct and not through a progenitor cell state.

To address the concern that late EBs might already exhibit Myo1A-GAL4 expression, potentially leading to a shift in the differentiation pathway instead of transdifferentiation in differentiated ECs, we conducted co-staining experiments using the EB-specific marker NRE-lacZ along with Myo1A>GFP. Interestingly, we observed co-localization of lacZ in several GFP^+^ cells with smaller nuclear size (Supplementary Fig. 3a, indicated by arrowheads), suggesting the presence of Myo1A-Gal4 expression in EBs. We therefore employed Mex1-GAL4, an alternative EC driver^23^, to determine if Ttk depletion still induced transdifferentiation. Mex1-Gal4 displayed more specificity in ECs, as no colocalization was observed with the EB marker NRE-lacZ (Supplementary Fig. 3b). Importantly, knocking down Ttk using Mex1-Gal4 similarly activated Pros in differentiated cells, leading to the loss of Mex1>GFP expression in these transformed cells (Supplementary Fig. 4a, b, indicated by arrowheads).

To further exclude the possibility of an altered differentiation pathway during the EB stage leading to the emergence of Pros^+^ polyploid cells (cells with a nuclear size greater than 20 μm^2^), we employed NRE-GAL4 to deplete Ttk specifically in EBs. Remarkably, this approach resulted in the transdifferentiation of EBs into entirely diploid Pros^+^ cells, with no presence of polyploid Pros^+^ cells observed (Supplementary Fig. 3d, e). Taken together, these findings provide compelling evidence supporting the conclusion that Ttk depletion has the capacity to directly induce transdifferentiation of cell fate from ECs to EE-like cells.

### The transdifferentiated cells exhibit functional EE characteristics

EEs are responsible for regulating various physiological processes by secreting a range of peptide hormones^24^. In *Drosophila*, class I and II EE subtypes secrete Tachykinin (Tk) and Allatostatin C (AstC), respectively^21^. We found that a small subset of the Pros^+^ ECs that underwent EC-to-EE transdifferentiation expressed Tk, AstC, and Rab3, suggesting that these cells have acquired the hormone-producing function of EEs (Fig. 2a–f and Supplementary Figs. 1c, d, 4c–f). Interestingly, these transdifferentiated cells exhibit a similar pattern to normal EEs in terms of mutually exclusive expression of Tk and AstC, indicating that the subtype feature of EEs is maintained in the transdifferentiated cells (Supplementary Fig. 5a, b). To assess the stability of the transformed cell population induced by Myo1A>ttk-RNAi, we subjected the flies back to the permissive temperature of 18 °C for a duration of 7 days. Interestingly, during this period, the Tk^+^ polyploid cells persisted, indicating the presence of a stable transformed cell population rather than a transient activation of Ttk-target gene expression (Supplementary Fig. 5c).

**Fig. 2:**
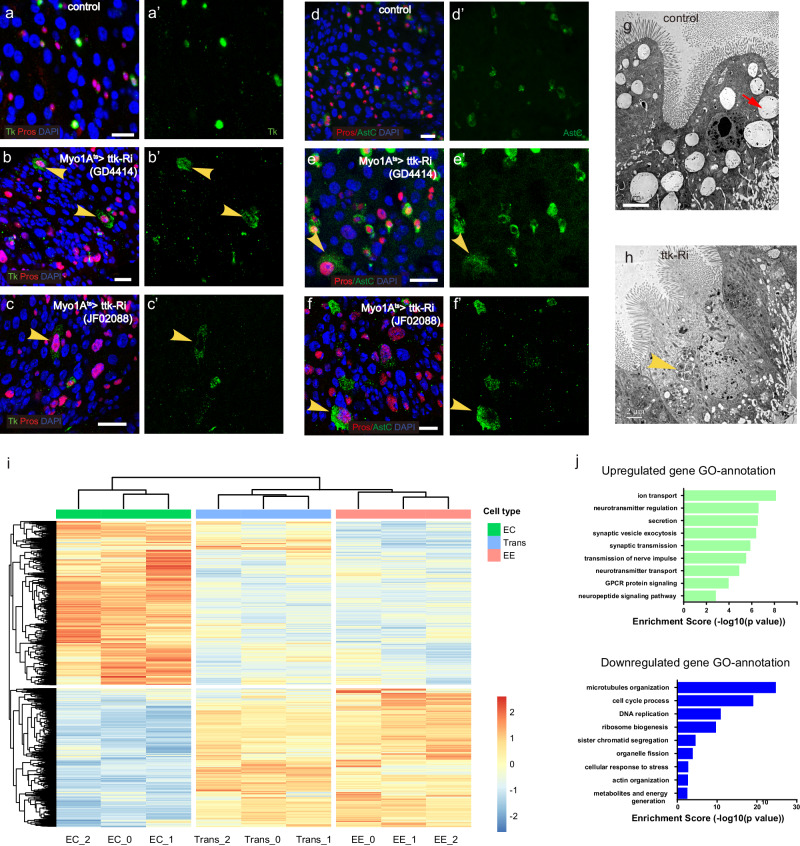
The transdifferentiated cells exhibit functional EE characteristics. **a**–**f** In normal guts, peptide hormones Tk and AstC are exclusively expressed in diploid EEs (**a**, **d**). However, upon Ttk knockdown in ECs, Tk and AstC expression are observed in polyploid cells (**b**, **c**, and **e**, **f**, indicated by yellow arrowheads). **g**, **h** Transmission electron microscopy (TEM) images of normal and ttk-depleted guts. Abundant lipid droplets are present in normal ECs (g, red arrow), while they are diminished in Ttk-depleted ECs, with small secretory granules appearing instead (**h**, yellow arrow). **i** Transcriptome profiles of normal ECs, EEs, and Ttk-depletion-induced EE-like cells. The transdifferentiated EE-like cells, induced by Ttk depletion in ECs, exhibit a general shift in their transcriptome towards an EE-like state. **j** Gene ontology analysis of upregulated (left panel) and downregulated genes (right panel) upon Ttk depletion in ECs. Statistical test of *p* value: modified Fisher’s exact test (EASE score). Scale bars, 20 μm.

Additionally, our electron microscopy analysis showed that the putative transdifferentiated cells contained numerous secretory granules (Fig. 2h, arrowhead). This characteristic is typically associated with secretory cells, whereas normal ECs are characterized by the presence of lipid droplets (Fig. 2g, arrow). Taken together, these observations suggest that the depletion of Ttk leads to a conversion of ECs into cells that molecularly and functionally resemble EEs.

### Genome-wide RNA-seq analysis reveals a complete EC-to-EE transcriptome switch in Tk^+^ polyploid cells

To determine to what extent transdifferentiation occurs in order for hormone-producing function to be obtained, we sorted TK^+^ polyploid cells using TK^En^-GFP, a GFP reporter driven by the TK gene enhancer^21^, and performed RNA sequencing analysis.

We found that EC-derived TK^+^ polyploid cells had virtually identical gene expression patterns to EEs, with highly expressed programs such as neurotransmitter signaling, vesicle secretion, and neuropeptide signaling (Fig. 2g, h left panel, and Supplementary Data 1). Conversely, many EC-specific programs, including cytoskeleton organization, DNA replication, metabolic and energy production, and responses to stress, were downregulated in TK^+^ ECs (Fig. 2h, right panel). The analysis of a comprehensive collection of gene sets associated with EC and EE functions further validated the observed transcriptome shifts (Supplementary Fig. 1e, f). Based on these observations, we propose that, following Ttk ablation in ECs, a small subset of Pros^+^ cells undergoes a complete switch in cell identity from ECs to EEs in terms of both gene expression and function, despite the cells still remaining polyploid. We therefore speculate that the acquisition of hormone-producing function of EEs may require a complete transcriptional reprogramming, that is, a genome-wide transcriptome shift from that of EC to EE.

### Pros mediates EC-to-EE transdifferentiation

Ttk suppresses the specification of EE fate by repressing *achaete-scute* genes, whose expression promotes EE fate specification by inducing Pros expression^16^. We recently showed that Pros acts as a selector factor for EE fate^15^, and this may explain why transdifferentiation towards EE occurs following Ttk depletion in ECs. We found that overexpression of Ttk in EEs was able to eliminate Pros expression in EEs (Fig. 3a, b), supporting a role for Ttk in suppressing Pros expression. Knockdown of Pros completely abolished Ttk depletion-induced EC-to-EE transdifferentiation, and the expression of EC-specific markers (Myo1A>GFP and Pdm1) failed to be downregulated (Fig. 3c, e–h), with no activation of peptide hormones observed (Fig. 3d). Therefore, Pros is a key mediator for Ttk depletion-induced EC-to-EE transdifferentiation.

**Fig. 3:**
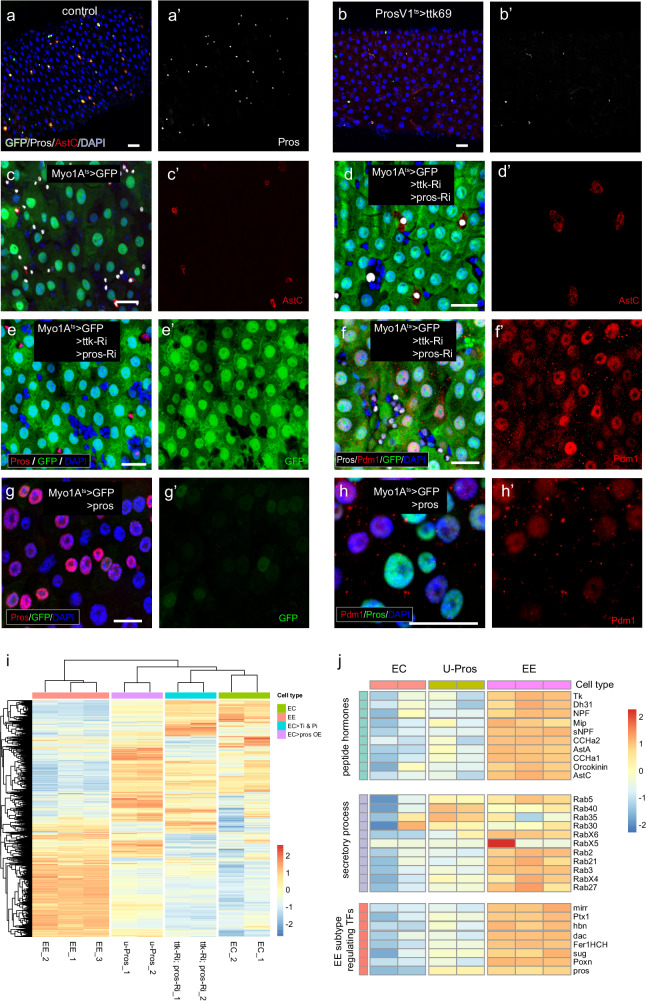
Ttk suppresses pros to prevent EC-to-EE transdifferentiation. **a**, **b** Overexpression of Ttk69 in EEs leads to the suppression of Pros expression and loss of peptide hormones. **c**, **d** Depleting Pros expression in Ttk-depleted ECs using pros-RNAi prevents the expression of AstC. **e**–**h** Depleting Pros expression in Ttk-depleted ECs using pros-RNAi abolishes the suppression of Myo1A-GFP (**e**) and Pdm1 expression (**f**). Conversely, overexpressing Pros alone is sufficient to suppress Myo1A-GFP (**g**) and Pdm1 expression (**h**) in ECs. **i** A heatmap displays the expression patterns of differentially expressed genes between ECs and EEs in EC>Pros-OE and EC>ttk-RNAi & pros-RNAi cells. A general transcriptome reprogramming towards an EE identity is observed in EC>Pros-OE cells, while co-depleting Pros prevents the expression of EE identity genes induced by Ttk-RNAi. **j** Another heatmap illustrates the expression of selected EE signature genes in normal EEs, ECs, and EC>Pros-OE cells. An overall activation of EE identity genes, including peptide hormones, secretory factors, and EE subtype-regulating TFs, is observed in ECs overexpressing Pros. Scale bars, 20 μm.

We previously showed that the ectopic expression of Pros in ECs can induce AstC expression in some ECs, indicating that Pros may be sufficient to induce EC-to-EE transdifferentiation^15^. In fact, overexpression of Pros robustly suppressed the expression of EC marker genes, such as Myo1A>GFP and Pdm1, indicating a cell identity switch (Fig. 3g, h). To analyze the role of Pros in EC-to-EE transdifferentiation systemically, we isolated ECs from Pros overexpressed guts (Myo1A^ts^>pros), and Ttk & Pros co-depleted guts (Myo1A^ts^>ttk-RNAi & pros-RNAi), respectively, and performed transcriptome analysis by RNA sequencing. By comparing them to the transcriptome of normal EEs and ECs, we found that overexpression of Pros alone in ECs was able to globally upregulate EE-specfic genes and downregulate a significant portion of EC-specific genes (Fig. 3i, j and Supplementary Data 2), although the expression levels of the up- or down-regulated genes were not comparable to the levels in normal EEs or ECs, likely due to incomplete or non-occurring transdifferentiation in many ECs that were sorted out for the analysis. Importantly, depletion of Pros virtually prevented Ttk depletion-induced transcriptome switch from EC to EE (Fig. 3i). These observations demonstrate that Pros is the key downstream factor that mediates EC-to-EE transdifferentiation.

The ability of Pros to suppress EC-specific markers suggests that this selector protein not only activates EE-specific transcriptional programs but also inhibits EC-specific transcriptional programs. This dual function may underlie its ability to promote EC-to-EE transdifferentiation.

### Depletion of pros in EEs causes cell dedifferentiation into intestinal progenitor cells

Given the high degree of cell plasticity observed in differentiated ECs, we investigated whether differentiated EEs possess similar properties. Our recent study showed that depleting Pros in EEs leads to a nearly complete loss of EE-specific transcriptional programs^15^. Here we revisited the transcriptome data of Pros-depleted EEs and compared it with that of normal EEs. We found that, apart from the 1051 downregulated genes that belong to the EE signature gene sets, approximately 1700 genes were significantly upregulated (Supplementary Data 3). GO analysis of these upregulated genes indicated enrichment in genes involved in mitosis (Fig. 4a). This raised the possibility that these cells had acquired characteristics of intestinal progenitor cells, as EEs and ECs are typically post-mitotic cells. To test this possibility, we examined the expression of the top 250 progenitor cell-specific genes, and the Gene Set Enrichment Analysis (GSEA) plot showed significant upregulation of this gene set in Pros-depleted EEs (Fig. 4b, Supplementary Data 4).

**Fig. 4:**
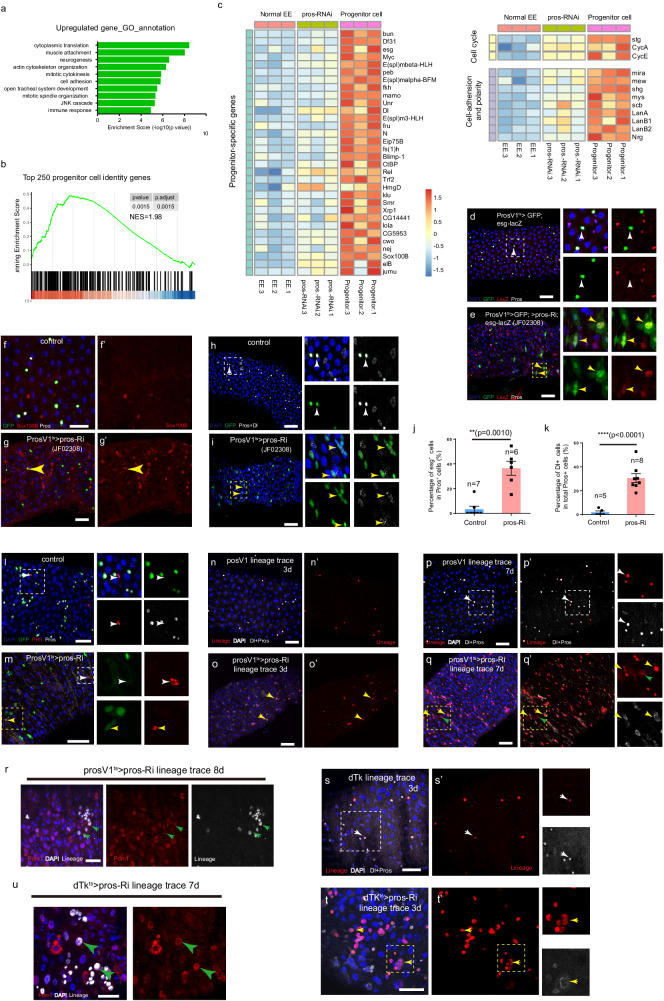
EE-to-ISC dedifferentiation following the depletion of pros in EEs. **a** GO analysis of genes upregulated upon Pros depletion in EEs. Statistical test of *p* value: modified Fisher’s exact test (EASE score). **b** GSEA plot of the top 250 progenitor identity genes in transcriptome alterations induced by Pros depletion. Statistical test of *p* value: empirical phenotype-based permutation test. **c** Heatmap displaying the expression of a set of progenitor signature genes in progenitor cells, control EEs, and Pros-depleted EEs. **d**, **e** Pros depletion leads to the expression of esg in prosV1-GAL4 > GFP^+^ cells outside of the R3 region (yellow arrows in **e**), while rarely detected in the normal gut (white arrows in **d**). **f**, **g** Sox100B is not detected in normal EEs (**f**), but is ectopically activated in Pros-depleted EEs (**g**, yellow arrow). **h**, **i** Pros depletion leads to the activation of Dl in prosV1-GAL4 > GFP^+^ cells (yellow arrows in **i**), while rarely detected in GFP^+^ EEs of the normal gut (white arrows in **k**). **j**, **k** Quantification of the percentage of esg+ (**j**) or Dl+ (**k**) cells in GFP^+^ EEs outsize R3. Error bars represent Mean ± SEM, **p < 0.01; ****p < 0.0001 (two-tailed Student’s *t* test); “n” indicate the number of guts used for quantification; source data are provided as a Source Data file. **l**, **m** Pros depletion leads to the detection of mitotic PH3 signal in prosV1-GAL4 > GFP^+^ cells (yellow arrows in **m**), in addition to GFP^−^ PH3^+^ cells (white arrows in **l** and **m**). **n**–**r** Lineage tracing of normal and Pros-depleted EEs after tracing for 3 days (**n**–**o**) and 8 days (**p**–**r**). Knocking down Pros induces Dl expression in many lineage-labeled cells (**o**, **q**, yellow arrow). Pdm1^+^ polyploid cells can be found in the lineage-labeled cells after tracing for 8 days (q, r, green arrow). (s-u) Lineage tracing of normal (s) and Pros-depleted Tk^+^ EEs(t, u) using Tk-GAL4 driver. After tracing for 3 days, Pros depletion leads to lineage+ small cell clusters, and some of them regained Dl expression (t, yellow arrow). After tracing for 7 days, Pdm1^+^ polyploid cells could be observed in lineage-labeled cells (u, green arrow). Scale bars, 50 μm.

We further analyzed the transcription levels of the previously-defined top 32 progenitor cell-specific TFs^25^, including *esg*, *sox100B*, *fkh*, and *klu*, and additional progenitor cell enriched genes including cell cycle regulators, and cell polarity and cell adhesion-related genes, and found that all of these genes were upregulated to some extent following Pros depletion (Fig. 4c). Immunostaining of the gut confirmed that the expression of *esg* was activated in about 36.5% ± 5.6% Pros-depleted EEs (Fig. 4d, e, j, and Supplementary Fig. 6a). Similarly, the expression of Sox100B, which is typically present in ISCs and EBs^26^, was activated in Pros-depleted EEs (Fig. 4f, g). Interestingly, about 30.5% ± 3.7% of the ProsV1>GFP^+^ cells regained Dl expression following Pros depletion, whereas Dl was rarely expressed in control ProsV1>GFP^+^ cells (Fig. 4h, i, k). In addition, consistent with the derepression of cell cycle genes, the mitotic marker PH3 was detected in the Pros-depleted ProsV1>GFP^+^ cells, suggesting that Pros depletion enables these EEs to re-enter mitotic cell cycle (Fig. 4l, m). Collectively, these observations indicate that Pros-depleted EEs can become ISCs by undergoing dedifferentiation.

### The dedifferentiated cells can divide and differentiate into ECs

We next performed cell lineage tracing of Pros-depleted EEs using the UAS-flp and flp-out cassette system to test our hypothesis. This system allows for labeling cells of interest and their progeny over time. On day 3 after inducing lineage labeling, we found that in control samples, only Pros^+^ cells, but not Dl^+^ were present in the lineage, and it was extremely rare to see cells in the lineage not being Pros^+^ (Fig. 4n). In contrast, many diploid cells in the lineage of Pros-depleted EEs showed Dl expression, suggesting acquisition of ISC identity. In addition, there were apparently more lineage-labeled cells in the EE>pros-RNAi gut epithelium, indicating cell proliferation may have occurred (Fig. 4o, yellow arrow). On day 7 after inducing lineage labeling, we found that again in control samples, only Pros^+^ cells, not Dl^+^ cells, were present in the labeled lineage (Fig. 4p, white arrow). In contrast, lineage cells of Pros-depleted EEs became diversified, with some remaining diploid with or without Dl expression, and others differentiating into ECs as evidenced by polyploid nuclei and Pdm1 expression (Fig. 4q–r, green arrow).

To address the concern that dedifferentiation might occur in early progenitor EEPs rather than in differentiated EEs, we employed an alternative EE-specific Gal4 driver named Tk-GAL4, which is expressed specifically in class II EE subtypes, and performed cell lineage tracing experiments to track the fate of Tk^+^ EEs after depleting Pros. Interestingly, we observed the emergence of Dl^+^ diploid cells and Pdm1^+^ polyploid cells within the Tk lineage cells, while lineage-negative EEs retained their Pros^+^ cell identity (Fig. 4t–u). These findings provide further evidence that the dedifferentiation process occurs in differentiated EEs rather than in early progenitor EEPs.

These results demonstrate that the depletion of Pros in differentiated EEs triggers robust cell dedifferentiation leading to the acquisition of ISC identity. These findings highlight a dual function of Pros in EEs. One is to act as a selector protein to establish and maintain EE-specific transcriptional programs. Another is to concurrently suppress stem cell-specific transcriptional programs. Indeed, transient overexpression of Pros in ISCs promotes their exit from the cell cycle and differentiation into EEs^16^. Moreover, Pros is known to have a dual role in the neuroblast-neuron lineage. It directly suppresses the transcription of cell cycle genes and neuroblast-specific genes, thereby inhibiting neuroblast self-renewal. At the same time, it directly promotes the transcription of neuron-related genes, leading to neuron specification^27,28^. This dual function of Pros may explain the EE dedifferentiation phenotype upon depletion of Pros.

### A shared chromatin accessibility profile among EC, EE, esg+ progenitor cells and transdifferentiated cells

The above observations of transdifferentiation or dedifferentiation suggest high cell plasticity for both types of differentiated intestinal cells. In mammalian ISC lineage, secretory progenitor cells can differentiate into enterocytes upon *atoh1* depletion, and chromatin accessibility analysis shows that both secretory and absorptive progenitor cells share a genome-wide similarity in their profiles, rendering their transdifferentiation potential^29^. We wondered whether ECs and EEs in the *Drosophila* midgut, despite being terminally differentiated cells, shared a similar chromatin accessibility profile.

To explore this, we performed ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) analysis of FACS-sorted esg^+^ progenitor cells, EEs, and ECs. 

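The ATAC-seq profiles of 5 cell populations were examined, each from 1 library: esg+ progenitor cells (esg-GAL4), EEs (prosV1-GAL4), ECs (Myo1A-GAL4), Pros-depleted EEs (prosV1-GAL4 with UAS-pros-RNAi) and Ttk-depleted ECs (Myo1A-GAL4 with UAS-ttk-RNAi). Female flies aged 5 to 7 days were kept at 29 °C for 7 days, and about 40000 GFP+ cells from 100 to 150 guts were sorted per sample. These ages are the paper's statement for all sorted cells. The names given to the peaks carry a replicate number for EEs, ECs and Pros-depleted EEs and the mark "5w" for progenitor cells, which the paper's text does not explain, so another age of the progenitor library is not excluded. Any further replicates were not used here. For the Ttk-depleted ECs, the sorted cells were GFPweak and positive for Pros-mCherry. In ATAC-seq, the Tn5 transposase inserts sequencing adapters where chromatin is accessible, and a peak is a stretch with more fragments than the background. The authors mapped reads to the Drosophila genome (BDGP6), removed duplicates, multimapped reads and blacklisted regions, and called peaks in each sample with MACS3. The paper's text does not name the settings of MACS3. The values used here are the intervals of these peaks and, for each peak, the authors' own fold enrichment over background, -log10 p and -log10 q. They describe and rank peaks within a list and are not compared between lists as signal.

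Peaks on the chromosome arms 2L, 2R, 3L, 3R, 4 and X were kept. There were 9311 such peaks in esg+ progenitor cells, 9048 in EEs, 10048 in ECs, 8466 in Pros-depleted EEs and 3269 in Ttk-depleted ECs. They covered 4.80% of the arms in both progenitor cells and EEs, 4.44% in ECs, 4.30% in Pros-depleted EEs and 0.385% in Ttk-depleted ECs. The median peak width was 586 bp in progenitor cells, 589 bp in EEs, 475 bp in ECs, 562.5 bp in Pros-depleted EEs and 128 bp in Ttk-depleted ECs. The number of reads per library is unknown. The fold enrichment and -log10 p of a MACS peak together give the number of fragments at its summit and the local background, assuming MACS's Poisson model with a pseudocount of 1. The lowest background obtained this way was 12.4 fragments in progenitor cells, 9.92 in EEs, 14.9 in ECs, 7.75 in Pros-depleted EEs and 0.422 in Ttk-depleted ECs. The median number of fragments at a summit was 52 in ECs and 8 in Ttk-depleted ECs. A missing peak in the latter library may therefore reflect its depth and is not by itself evidence of closed chromatin. With 1 library per population, no test between populations was possible. Shares are given with 95% Wilson confidence intervals, which cover counting error only and not the variation between biological replicates.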

We first compared our ATAC-seq data to previously published ATAC-seq data on ISCs^30^, as well as Elav^+^ larval neurons, germline cells and eye imaginal disc cells^31–33^. As shown in a PCA plot, cells from different lineages were all distantly separated (Fig. 5a), which is consistent with the idea that lineage-restricted genes become separately accessible during embryo development from a fertilized egg to specify distinct germ layers and organs^34^. Interestingly, all intestinal cells, including progenitor cells and terminally differentiated cells, were clustered together in the PCA plot (Fig. 5a). 

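The PCA of the paper rests on read counts and on published profiles from other tissues, which were not analysed here. Among the 5 intestinal libraries, peaks of one library were counted as shared when they overlapped a peak of another by at least 1 bp. Of the progenitor peaks, 89.5% (88.9 to 90.1) overlapped a peak of at least 1 of the other 4 libraries. This share was 84.8% (84.1 to 85.6) for EEs and 73.6% (72.7 to 74.5) for ECs. It was 93.4% (92.8 to 93.9) for Pros-depleted EEs and 90.9% (89.9 to 91.9) for Ttk-depleted ECs. When the peaks of a library were shifted along the arms 100 times at random, the mean share that overlapped a given other library lay between 1.74% and 9.48% over the 20 ordered pairs. The requirement on overlap mattered most for the short peaks of Ttk-depleted ECs: 4.59% of them shared at least 50% of both peaks with a progenitor peak. Their median width was 128 bp, against 586 bp in progenitor cells. A peak of that width cannot cover 50% of a progenitor peak of median width, so this share is limited by width. The summit lay inside a progenitor peak for 85.0% of them.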

Despite ISCs, ECs and EEs having very different transcriptome profiles, with the Pearson correlation scores ranging from 0.6 to 0.84 (Fig. 5b), their chromatin accessibility profiles showed higher similarity, with the correlation scores ranging from 0.78 to 0.88 (Fig. 5c).

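Of the EE peaks, 62.1% (61.1 to 63.1) overlapped an EC peak, and 56.7% (55.7 to 57.7) of the EC peaks overlapped an EE peak. Progenitor cells shared more with either cell type. Of their peaks, 70.0% (69.0 to 70.9) overlapped an EE peak and 73.5% (72.6 to 74.4) an EC peak. Conversely, 72.0% (71.1 to 72.9) of EE peaks and 69.2% (68.3 to 70.1) of EC peaks overlapped a progenitor peak. The shares that involve ECs depended on the threshold. With only peaks of a -log10 q of at least 10, 98.4% of EC peaks overlapped a progenitor peak and 73.2% an EE peak. In the other direction, the shares that overlapped an EC peak fell to 58.2% of progenitor peaks and 54.7% of EE peaks. This threshold left 4553 EC peaks, against 7679 in progenitor cells and 6075 in EEs, which limits these 2 shares. With the strongest 3269 peaks of each list, 86.6% of EC peaks overlapped a progenitor peak, and 86.1% of progenitor peaks an EC peak. Between ECs and EEs these shares were 60.3% of EC peaks and 60.0% of EE peaks.

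**Figure D1:**
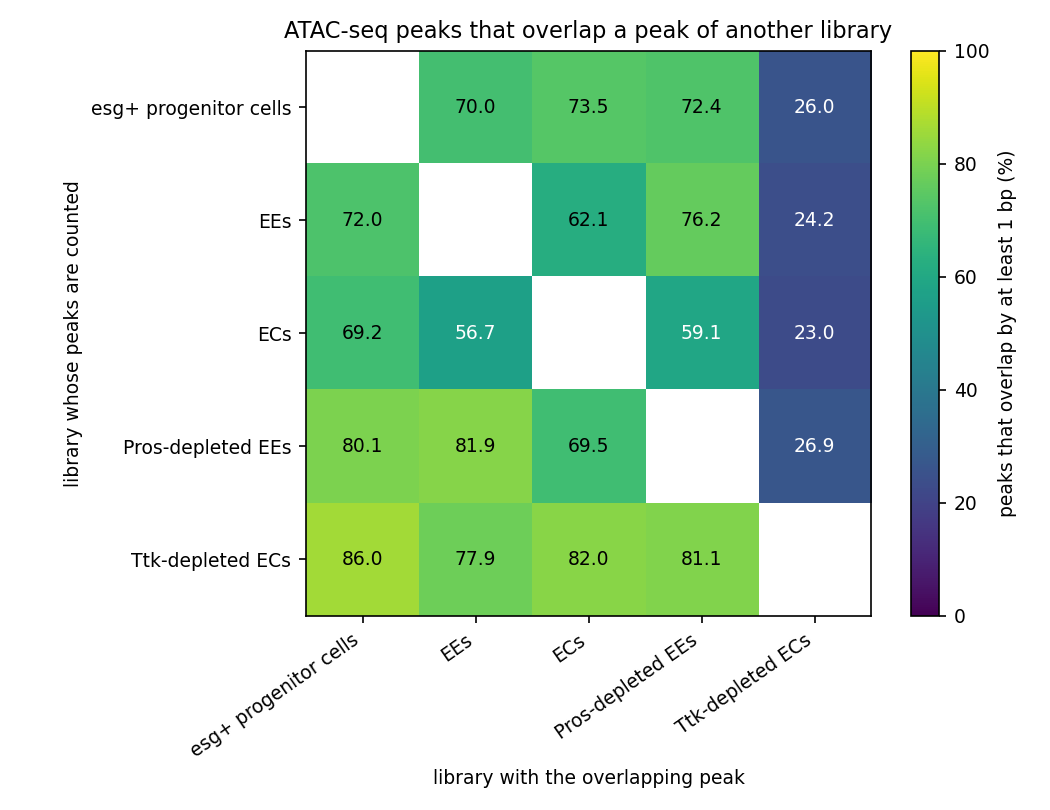
Percentage of the ATAC-seq peaks of each library (vertical axis) that overlap a peak of another library (horizontal axis) by at least 1 bp. Shares among progenitor cells, EEs and ECs run from 56.7% to 73.5%, and shares found in Ttk-depleted ECs from 23.0% to 26.9%.

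Touching or overlapping peaks of the 5 libraries were merged into 15196 regions. Each region took, in each library, the percentile rank of its fold enrichment within that library's list, or 0 without a peak. Pearson's r over these regions was 0.799 between ECs and progenitor cells, 0.558 between EEs and progenitor cells, and 0.456 between ECs and EEs. Regions are not independent replicates, and no read counts were used here. The alternative that moved the EC and EE value most was the presence or absence of a peak alone, where r was -0.051. The merged regions leave out the genome without peaks. Over all 1 kb bins of the chromosome arms, r of the percentile ranks between ECs and EEs was 0.644. A peak in at least 1 of the 3 normal cell types was present in 14325 regions. All 3 had a peak in 5203 of these, or 36.3% (35.5 to 37.1), and this share was 40.1% among peaks with a -log10 q of at least 5. A further 1503 regions had a peak in progenitor cells and ECs, 1135 in progenitor cells and EEs, and 270 in EEs and ECs. Peaks of 1 normal cell type alone were found in 1235 regions for progenitor cells, 2210 for EEs and 2769 for ECs.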

**Fig. 5:**
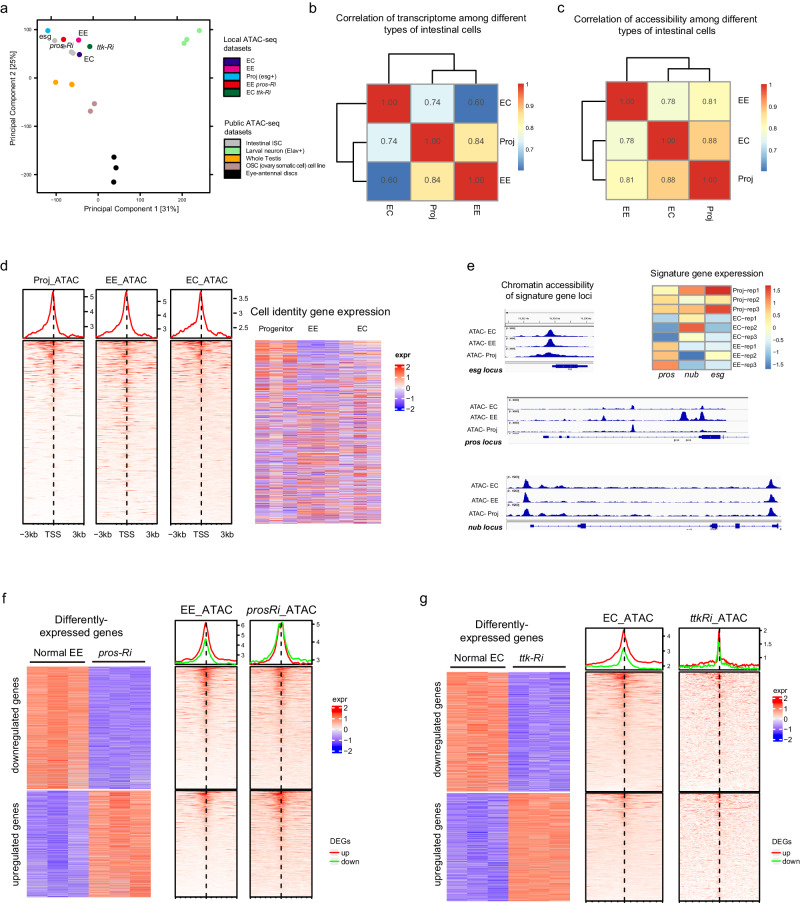
Broadly similar chromatin accessibility landscape among different intestinal cell types. **a** Principal Component Analysis (PCA) plot displaying the clustering of ATAC-seq profiles of intestinal epithelium cells, including profiles of ECs, EEs, progenitor cells, as well as pros-depleted EEs and Ttk-depleted ECs generated in this study, with published ATAC-seq profiles of intestinal cells and cells from other organs including ovary, testis, imaginal disc, and brain. **b** Pearson correlation coefficient analysis of RNA sequencing profiles in progenitor cells (esg^+^), ECs, and EEs. **c** Pearson correlation coefficient analysis of chromatin accessibility profiles (ATAC-seq profiles) in progenitor cells (esg^+^), ECs, and EEs. **d** Integrated map displaying a heatmap of expression levels of the top 1000 identity genes for progenitor cells, EEs, and ECs (right), along with the corresponding chromatin accessibility profiles of these identity genes in esg^+^ progenitor cells, EEs, and ECs (left). **e** Chromatin accessibility profiles (left) and transcription levels (right) of Esg, Pros, and Pdm1, which are representative TFs of progenitor cells, EEs, and ECs, respectively. **f** Integrated map showing a heatmap of significantly altered genes between normal and pros-depleted EEs (left), along with the chromatin accessibility profiles of these differentially expressed genes in normal and pros-depleted EEs (right). **g** Integrated map displaying a heatmap of significantly altered genes between normal and Ttk-depleted ECs (left), along with the chromatin accessibility profiles of these differentially expressed genes in normal ECs and Ttk-depleted ECs (right).

To investigate the chromatin loci directly relevant to cell type-specific physiological functions, we selected the top 1000 transcribed genes specific to EC, EE, and progenitor cell and analyzed the chromatin accessibility in these gene loci (Fig. 5d). 

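The lists of identity genes were not used here. The 12 marker genes that the paper names were examined instead, with a window of 3 kb to each side of any annotated transcription start site (TSS). They were esg, Dl, Sox100B, fkh and klu for progenitor cells, pros, Tk, AstC and Rab3 for EEs, and nub, Myo31DF (Myo1A) and mex1 for ECs. A peak in this window was present at 10 of the 12 genes in progenitor cells, at 12 in EEs and at 8 in ECs, and 8 genes had a peak in all 3 cell types. Tk (FBgn0037976, 3R from 11994175 to 12005473) had 1 peak in this window in EEs and none in the other libraries. AstC (FBgn0032336, 2L from 11076165 to 11081399) had 2 peaks in EEs and 1 in Pros-depleted EEs, and none in progenitor cells, ECs or Ttk-depleted ECs. Dl and Myo31DF had no such peak in ECs. With gene bodies and 3 kb to each side in place of TSS windows, 11 of the 12 genes had a peak in progenitor cells, 12 in EEs and 10 in ECs. In this wider window Tk had 1 peak in progenitor cells and 2 in EEs, and none in the other libraries. At equal numbers of peaks, 7 genes in progenitor cells, 8 in EEs and 6 in ECs had one. Across the 13945 protein-coding genes on the arms, 63.8% (63.0 to 64.6) had a peak in progenitor cells, 63.4% (62.6 to 64.2) in EEs and 63.8% (63.0 to 64.6) in ECs. Of the 10671 genes with a peak in at least 1 of these cell types, 7221 had a peak in all 3, or 67.7% (66.8 to 68.6).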

Again, despite significant differences in transcriptional activity, these gene loci exhibited strikingly similar ATAC-seq profiles across all the cell types analyzed.

We further investigated the chromatin loci of *esg*, *pros*, and *nub*, which are representative TFs for progenitor cells, EEs, and ECs, respectively. *esg* is specifically expressed in intestinal progenitor cells and is essential in preventing cell differentiation^22,35^. As previously mentioned, *pros* is EE-specific and a selector gene for the establishment and maintenance of EE identity^15^, while *nub* is specifically expressed in ECs and regulates EC differentiation^22^. Despite pronounced differences in their transcriptional activities among the different cell types, all three genes exhibited open chromatin status in all three cell types, although the *pros* locus manifested unique accessible chromatin in EEs (Fig. 5e).

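Peaks were counted from 3 kb upstream to 3 kb downstream of each gene. At esg (FBgn0287768, 2L from 15333866 to 15336138), each of the 5 libraries had 1 peak, and each lay over the TSS. The fold enrichment of this peak ranked at percentile 90.3 of the progenitor list, 99.6 of the EE list and 99.7 of the EC list. At nub (FBgn0085424, 2L from 12587625 to 12628135), which encodes Pdm1, there were 4 peaks in progenitor cells, 2 in EEs and 6 in ECs. These numbers depended on the threshold and the window. At equal numbers of peaks there were 2 in each of these cell types. Within 3 kb of TSSs there were 3 in progenitor cells, 2 in EEs and 3 in ECs. All 3 cell types had peaks at the same 2 regions. In EEs these peaks ran from 12586843 to 12587445, upstream of the gene, and from 12618049 to 12618751. The summit of the second lay in an intron, 13 bp from a TSS of nub.

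At pros (FBgn0004595, 3R from 11328480 to 11407627), there were 7 peaks in progenitor cells, 11 in EEs and 7 in ECs. Merged over the 5 libraries they made 20 regions, of which 4 had a peak in all 3 normal cell types. Among the normal cell types, 6 regions had a peak in EEs alone, 3 in ECs alone and 2 in progenitor cells alone. The EE peak with the highest fold enrichment among these 6 ran from 11334276 to 11334829 in an intron, with its summit 327 bp from a TSS of pros and a fold of 4.12. The reference sequence from 11334628 to 11334678, centred on the summit, is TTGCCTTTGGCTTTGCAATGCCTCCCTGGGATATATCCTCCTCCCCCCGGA. A wider intronic EE peak, from 11366615 to 11368093, had 223 fragments at its summit and ranked at percentile 69.9 of its list. The peaks that overlapped it ranked at percentile 1.58 in progenitor cells and 18.1 in ECs. The number of peaks at pros depended on the threshold and the window. At equal numbers of peaks, the strongest of each list, there were 3 in EEs and 2 each in progenitor cells and ECs. Within 3 kb of TSSs there were 3 in EEs and 1 each in progenitor cells and ECs. Pros-depleted EEs had 12 peaks at the locus and Ttk-depleted ECs 4. These totals do not mean that the same sites were kept. Of the 6 regions with a peak in EEs alone among the normal cell types, 2 had a peak in Pros-depleted EEs and 0 in Ttk-depleted ECs. The EE peak from 11334276 to 11334829 was found in neither. In Pros-depleted EEs, 4 peaks were found in no other library.

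**Figure D2:**
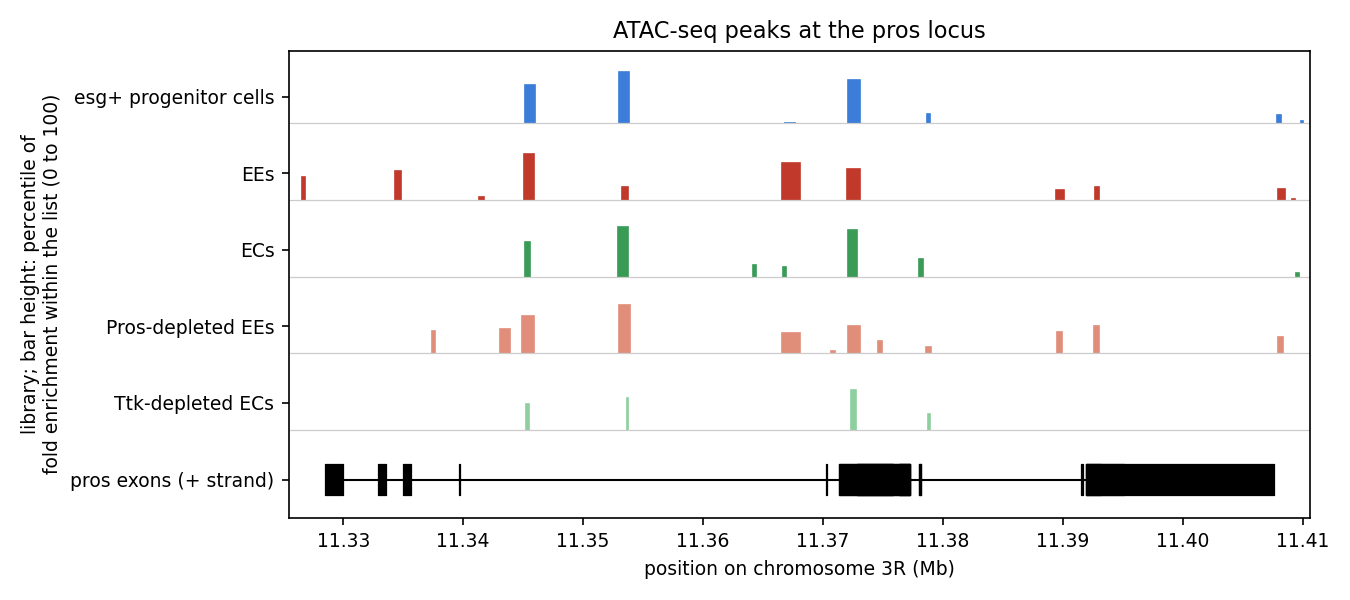
ATAC-seq peaks at the pros locus on 3R in the 5 libraries, with the exons of pros. The horizontal axis gives the position, and the height of each bar the percentile of the peak's fold enrichment within its own list, so that heights are not signal compared between libraries. Pros-depleted EEs have 12 peaks, EEs 11, progenitor cells and ECs 7 each and Ttk-depleted ECs 4.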

The observed similarity in chromatin accessibility among intestinal lineages may account for the cell fate plasticity observed among different intestinal cell types. It is therefore conceivable that depletion of cell identity maintenance TFs leads to transcriptome shifts without affecting the original chromatin accessibility landscape. To confirm this, we compared the chromatin accessibility profiles of the differentially-expressed genes in normal EEs and Pros-depletion-induced progenitor-like cells, or normal ECs and Ttk*-*depletion-induced EE-like cells. The Pearson correlation scores revealed a significant positive correlation in the ATAC-seq profiles between cell groups before and after Pros (0.89) or Ttk (0.65) depletion. These data indicate that despite the global changes in the transcriptome, the chromatin accessibility profile remained largely unchanged following the cell fate switches (Fig. 5f, g). This suggests that the underlying chromatin landscape remains relatively stable during the process of cell fate reprogramming.

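The values correlated here were the percentile ranks of fold enrichment over all merged regions, not the differentially expressed genes alone. Pearson's r was 0.780 between EEs and Pros-depleted EEs and 0.478 between ECs and Ttk-depleted ECs. Pros-depleted EEs had r of 0.698 with progenitor cells and 0.603 with ECs. Ttk-depleted ECs had r of 0.367 with EEs and 0.4497 with progenitor cells. Of the peaks of Pros-depleted EEs, 81.9% (81.1 to 82.7) overlapped an EE peak, 80.1% (79.2 to 80.9) a progenitor peak and 69.5% (68.5 to 70.5) an EC peak. Of the peaks of Ttk-depleted ECs, 82.0% (80.7 to 83.3) overlapped an EC peak, 77.9% (76.5 to 79.3) an EE peak and 86.0% (84.7 to 87.1) a progenitor peak. At equal numbers of peaks, 67.2% (65.6 to 68.8) of the peaks of Ttk-depleted ECs overlapped an EC peak and 66.4% (64.8 to 68.0) a progenitor peak. In the other direction, 76.2% (75.3 to 77.0) of EE peaks were found in Pros-depleted EEs. Of the EC peaks, 23.0% (22.2 to 23.8) were found in the short list of Ttk-depleted ECs. With EC peaks split by fold enrichment into 10 classes of equal size, this share was 1.29% (0.757 to 2.20) in the weakest class and 80.7% (78.1 to 83.0) in the strongest. In the strongest class, 194 of 1005 peaks were not found.

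**Figure D3:**
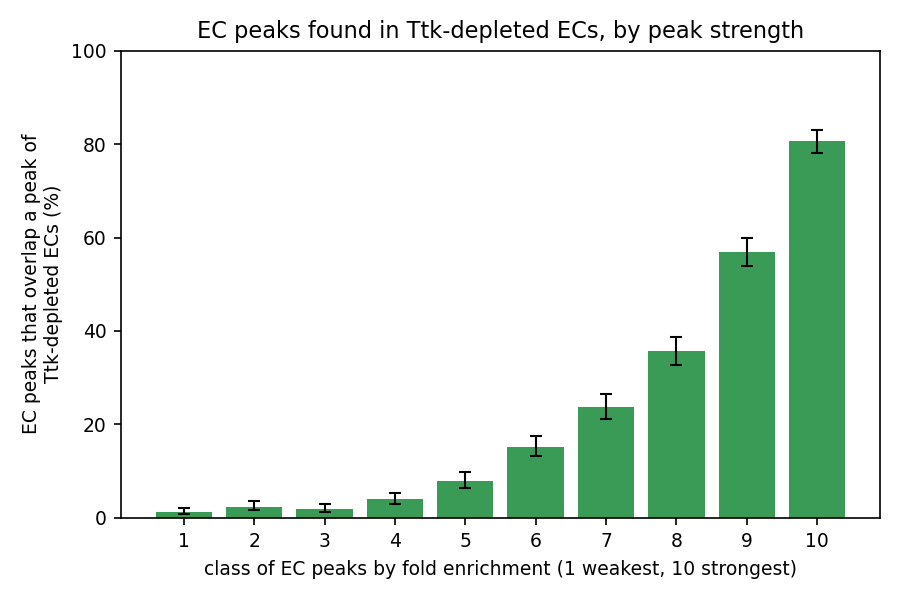
Percentage of EC peaks that overlap a peak of Ttk-depleted ECs, in 10 classes of EC fold enrichment from weakest to strongest. Error bars are 95% Wilson confidence intervals. The share is 1.29% in the weakest class and 80.7% in the strongest.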

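Regions that differed between the original and the new cell type were followed into the depleted cells. After Ttk depletion, 293 of the 4272 regions with a peak in ECs and none in EEs had a peak, or 6.86% (6.14 to 7.66). Of the 3345 regions with a peak in EEs and none in ECs, 170 had one, or 5.08% (4.39 to 5.88). Regions with a peak in both ECs and EEs had one in 37.1% (35.8 to 38.4) of cases. At equal numbers of peaks, the strongest 3269 of each list, the first share was 43.3% (40.6 to 46.0) and the second 16.6% (14.7 to 18.8). After Pros depletion, 929 of the 2480 regions with a peak in EEs and none in progenitor cells had a peak, or 37.5% (35.6 to 39.4). Of the 2738 regions with a peak in progenitor cells and none in EEs, 799 had one, or 29.2% (27.5 to 30.9). With equal numbers of peaks these shares were 49.1% (46.3 to 51.9) and 30.8% (28.2 to 33.4). Regions with a peak in both had one in 91.4% (90.6 to 92.0) of cases. Leaving out regions with a peak in the third normal cell type was chosen after the data were seen, and it reversed the order for Ttk. Without regions that have a progenitor peak, 1.08% (0.760 to 1.54) of EC regions and 2.99% (2.35 to 3.78) of EE regions had a peak after Ttk depletion. With equal numbers of peaks as well, these were 27.4% (22.7 to 32.7) and 14.4% (12.5 to 16.6), again in the first order. Without regions that have an EC peak, 36.8% (34.8 to 38.9) of EE regions and 18.4% (16.3 to 20.6) of progenitor regions had a peak after Pros depletion.

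**Figure D4:**
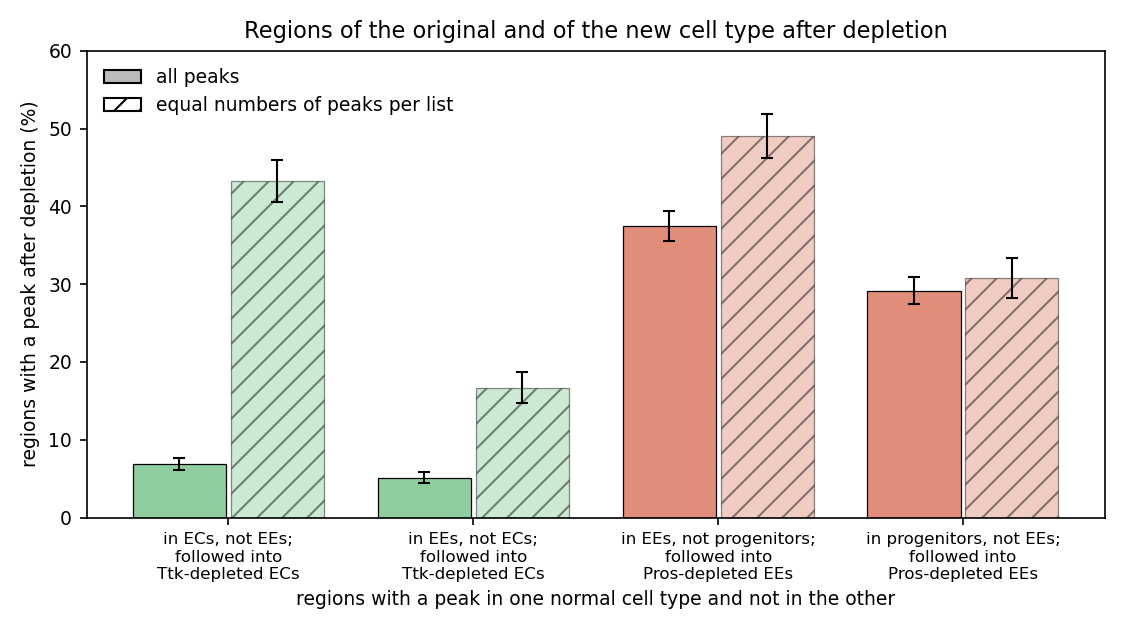
Percentage of regions with a peak in one normal cell type and not in another that had a peak after Ttk or Pros depletion. Filled bars use all peaks and hatched bars the strongest 3269 peaks of each list, with 95% Wilson confidence intervals. In each pair drawn, the regions of the original cell type have the higher share. The smallest difference is 6.86% against 5.08%, with all peaks in Ttk-depleted ECs, and the largest 43.3% against 16.6%, at equal numbers of peaks in the same cells.

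The genes upregulated after Pros depletion were taken from Supplementary Data 3, of which 1615 listed genes matched the annotation. A peak within 3 kb of a TSS was present at 77.2% (75.04 to 79.1) of these genes in EEs and at 79.6% (77.5 to 81.5) in Pros-depleted EEs. It was present at 81.0% (79.0 to 82.8) in progenitor cells and at 80.0% (78.0 to 81.9) in ECs. The share in Pros-depleted EEs was thus not higher than in either of these libraries without Pros depletion. These lists differ in length, however. Over all protein-coding genes the share was 60.6% in Pros-depleted EEs, 63.4% in EEs and 63.8% in both progenitor cells and ECs. The raw shares therefore do not compare the excess at upregulated genes. The median over 10000 random lists of genes matched for gene length was 68.2% in EEs and 64.9% in Pros-depleted EEs. Expression was not matched, and no random lists were drawn for progenitor cells and ECs. In both libraries 1187 genes had a peak. In Pros-depleted EEs and not in EEs 98 had one, or 6.07% (5.00 to 7.34), where the random lists had a median of 3.03% (2.29 to 3.84 for 95% of lists). In EEs and not in Pros-depleted EEs 59 had one, or 3.65% (2.84 to 4.68), against 6.32% (5.26 to 7.49) in the random lists. At equal numbers of peaks, the alternative that moved these shares most, they were 39.4% in EEs and 43.7% in Pros-depleted EEs. With peaks of a -log10 q of at least 10, the EE share was the higher one, at 63.7% against 62.9%. From the correlation before and after depletion, the paper proposes that accessibility stayed largely as it was while transcription changed.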

### Age factor as a potential barrier to the EC-to-EE transdifferentiation

The discovery of EC-to-EE transdifferentiation following Ttk depletion in *Drosophila* provides an in vivo genetic system to understand the molecular mechanisms underlying cell plasticity. As mentioned earlier, about 20% of polyploid cells successfully turns on Pros expression following Ttk depletion, and the percentage of cells successfully turning on peptide hormone expression is further limited, indicating heterogeneity in cell plasticity among ECs.

One potential explanation for the variation in cell plasticity among enterocytes (ECs) is that newly formed ECs exhibit high plasticity, which gradually decreases with age (or with increased maturation or polyploidy). To investigate this hypothesis, we can employ an approach that involves identifying specific markers for young/ newly-formed and aged/pre-existing ECs, and then comparing the efficiency of EC-to-EE transdifferentiation following Ttk depletion in these different age groups. The TF Sox21a has been shown to play a critical role in promoting EC differentiation^36,37^. It is expressed at low levels in progenitor cells but is highly upregulated in differentiating and early ECs^36^. Therefore, Sox21a could serve as a marker to distinguish between young and aged ECs.

Given that the turnover rate of the intestinal epithelium is typically slow under normal conditions, we induced epithelial renewal by subjecting the flies to heat shock treatment, so that more differentiating ECs with Sox21a expression could be observed. We then examined Sox21a expression in two known EC-specific GAL4 lines, Myo1A-GAL4 and mex1-GAL4. In the unstressed gut, Myo1A-GAL4 and mex1-GAL4 showed largely similar expression patterns, except that the expression level of mex1>GFP was more variable among ECs (Fig. 6a, b). In the stressed guts, however, many Myo1A-GAL4 > GFP^+^ cells exhibited high levels of Sox21a expression, whereas only a few Mex1-GAL4 > GFP^+^ cells displayed high Sox21a expression, indicating Myo1A-GAL4 > GFP, but not Mex1>GFP frequently marks early-differentiating ECs (Fig. 6d, e, arrowheads). Additionally, we screened several enhancer trap GAL4 lines from different sources and identified GMR23G10-GAL4 as another EC-specific driver. Interestingly, in the unstressed gut, GMR23G10-GAL4 was expressed only in a subset of ECs in the posterior midgut, displaying a mosaic expression pattern (Fig. 6c). Co-staining with anti-Sox21a in the stressed gut revealed that GMR23G10-GAL4 was exclusively expressed in Sox21a^-^ ECs, and many polyploid cells that still retained low levels of Sox21a, presumably the newly differentiated ECs or young ECs, are negative for GMR23G10 > GFP expression. This observation indicates that GMR23G10-GAL4 marks elder ECs only (Fig. 6f). Based on these observations, we consider Myo1A-GAL4 as a driver for both young and aged ECs, mex1-GAL4 for aged/ pre-existing ECs predominantly, and GMR23G10-GAL4 for aged/ pre-existing ECs specifically.

**Fig. 6:**
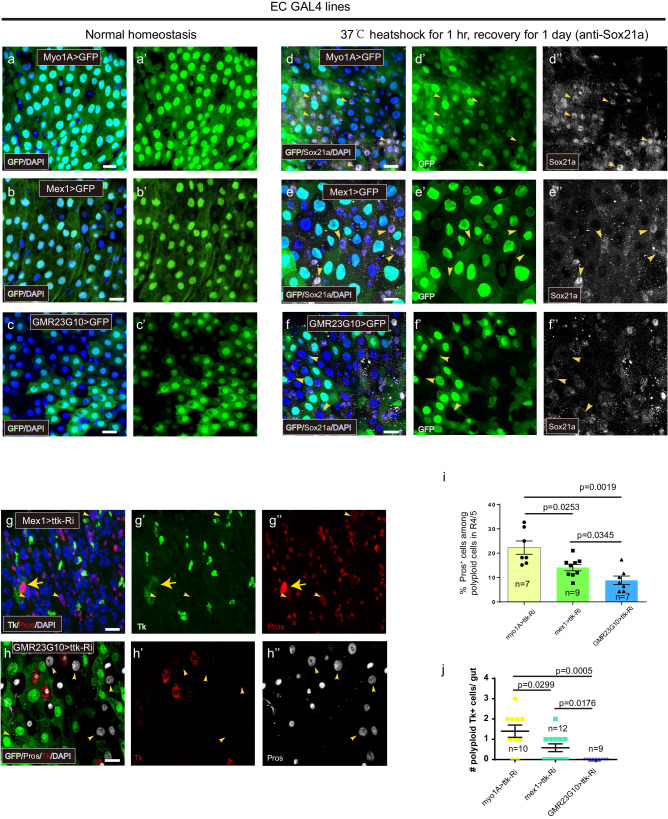
Age factor as a potential barrier to the EC-to-EE transdifferentiation. **a**–**f** The expression patterns of myo1A>nGFP, Mex1>nGFP, and GMR23G10>nGFP in normal (**a**–**c**) and stressed (**d**–**f**) guts. The stressed gut is co-stained with anti-Sox21a (in white). Arrowheads indicate Sox21a^high^ (**a**, **b**) and Sox21a^low^ cells (**c**). **g** Depleting Ttk in ECs using mex1-GAL4 leads to Pros (arrowheads) or Tk (arrows) in a subset of polyploid cells. **h** Depleting Ttk in ECs using GMR23G10-GAL4 leads to Pros (arrowheads) but not Tk expression in a subset of polyploid cells. **i**, **j** Quantification of the percentage of Pros^+^ (**i**) or the number of Tk^+^ (**j**) polyploid cells in the posterior midgut upon Ttk-depletion driven by myo1A-GAL4; mex1-GAL4, and GMR23G10-GAL4, respectively; Error bars represent Mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 (two-tailed Student’s *t* test). “n” indicate the number of guts used for quantification; source data are provided as a Source Data file. Scale bars, 20 μm.

We next analyzed and compared the EC-to-EE transdifferentiation efficiency in these different EC populations. Knocking down Ttk in Mex1-GAL4 > GFP^+^ ECs caused approximately 14.1% ± 1.3% (60/426) of the cells to turn on Pros expression, and only a small number of cells (0.58 ± 0.19 cells per gut, *n* = 12 guts) showed Tk expression, suggesting that these cells have a lower transdifferentiation efficiency than the Myo1A>GFP^+^ cells (Fig. 6g, i, j). Interestingly, knocking down Ttk in GMR23G10 > GFP^+^ ECs caused approximately 8.9 ± 1.8% (60/727) of cells to turn on Pros expression (Fig. 6h, i), but none of these cells (totally 727 cells examined) showed Tk expression (Fig. 6h, j), indicating that GMR23G10-GAL4 > GFP^+^ ECs have the lowest transdifferentiation efficiency. These data support the idea that cell plasticity is high in young or newly differentiated ECs and declines rapidly with maturation/ age.

The process of EC differentiation, maturation, and aging is often accompanied by an increase in endoreplication, which involves DNA replication without cell division, leading to polyploidy^38,39^. This raises the question of whether polyploidy can hinder cell transdifferentiation. To investigate this, we employed RNAi to knock down E2F1, a TF essential for driving EC endoreplication. As a result, we observed a significant reduction in nuclear sizes of myo1A>GFP^+^ cells (Supplementary Fig. 7a, b), indicating successful interference with the endoreplication process. Interestingly, when E2F1 was co-depleted with Ttk, we observed a mild but significant increase in Pros^+^ cells within the myo1A>GFP^+^ cell population (Supplementary Fig. 7c, d). This finding suggests that polyploidy might act as a barrier during the process of EC-to-EE transdifferentiation.

### Lineage confliction as a barrier to the EC-to-EE transdifferentiation

Conflicting alternative lineages have been indicated as potential barriers against reprogramming in mammalian studies^40,41^, and our previous work showed that Ttk depletion in ISCs caused the derepression of several neuroblast-specific TFs, including Deadpan (Dpn), which is a neural stem cell factor that, when activated in ISCs, drives self-propagation and prevents EE differentiation^42^. We speculated that if Ttk depletion in ECs led to the derepression of neuroblast genes, lineage confliction could potentially occur and prevent EC-to-EE transdifferentiation. Although the RNA-seq data of the transdifferentiated cells did not capture any expression of the neuroblast genes, we detected Dpn protein expression, by surprise, in many ECs in Myo1A>ttk-RNAi guts. By co-staining with Pros, we found that the expression of Dpn and Pros in ECs were mutually exclusive (Supplementary Fig. 8a, b).

To further examine the inverse relationship between Dpn and Pros expression, we generated a pros-mCherry knock-in line which yields a Pros Protein fused with mCherry at its C-terminal, and used it to sort out Pros-activated and Pros-not-activated polyploid cells in Myo1A^ts^>ttk-RNAi guts and performed quantitative PCR analysis. There was indeed a significant upregulation of Dpn expression in Pros-not-activated cells compared to that in Pros-activated cells (Supplementary Fig. 8c).

To investigate whether Dpn depression acts as a barrier to EC-to-EE transdifferentiation, we simultaneously depleted Dpn and Ttk in ECs, and observed significantly increased percentage of polyploid cells turning on Pros, Tk or AstC: approximately 65.3 ± 7.1% (*n* = 5 guts) of polyploid cells turned on Pros expression, and on average 8.6 ± 1.7 (*n* = 7 guts) polyploid cells turned on AstC expression (Supplementary Fig. 8d–g), showing approximately 3–5 fold increase in EC-to-EE transdifferentiation efficiency.

These observations suggest that the derepression of neural stem cell factors and EE-promoting factors following Ttk depletion can cause a lineage-conflict scenario in which Dpn exerts a negative effect on Pros activation, thereby preventing EC-to-EE transdifferentiation.

### A genetic screen identified NuRD complex as a barrier to the EC-to-EE transdifferentiation

The establishment of this in vivo EC-to-EE transdifferentiation system in *Drosophila* provided an opportunity to identify new regulators involved in reprogramming through genetic screens. In this regard, we screened about 120 chromatin-related regulators, including polycomb group genes, regulators for heterochromatin formation, chromatin remodeling factors, and histone modification enzymes (Supplementary Data 5), and aimed to identify those whose depletion could increase transdifferentiation efficiency following Ttk depletion (Fig. 7a). From this screen, we identified MEP-1 and Mi-2, both encode essential components of the NuRD nucleosome remodeling complex^43,44^. We found that simultaneous knockdown of MEP-1 and Ttk (Myo1A^ts^>MEP-1-RNAi & ttk-RNAi) or dMi-2 and Ttk in ECs (Myo1A^ts^> dMi-2-RNAi & ttk-RNAi) led to a significant increase in Pros^+^ ECs (approximately 85.6 ± 1.8% and 81.3 ± 2.04% ECs turned on Pros, respectively) or TK^+^ ECs (5.7 ± 0.4 and 5.8 ± 0.5 ECs per R5 region turned on Tk, respectively) (Fig. 7b–g), indicating enhanced transdifferentiation. As controls, knockdown of MEP-1 or dMi-2 alone did not produce any obvious phenotype (Supplementary Fig. 9). As the NuRD complex possesses histone deacetylase activity for the establishment of local repressive transcription, and has been implicated in Ttk and other transcriptional factor-mediated transcriptional repression^44,45^, it may provide an epigenetic memory of local repressive transcriptional status in ECs, thereby acting as a barrier to transdifferentiation. Interestingly, NuRD has been implicated as an important regulator of reprogramming in mammalian cells^46^.

**Fig. 7:**
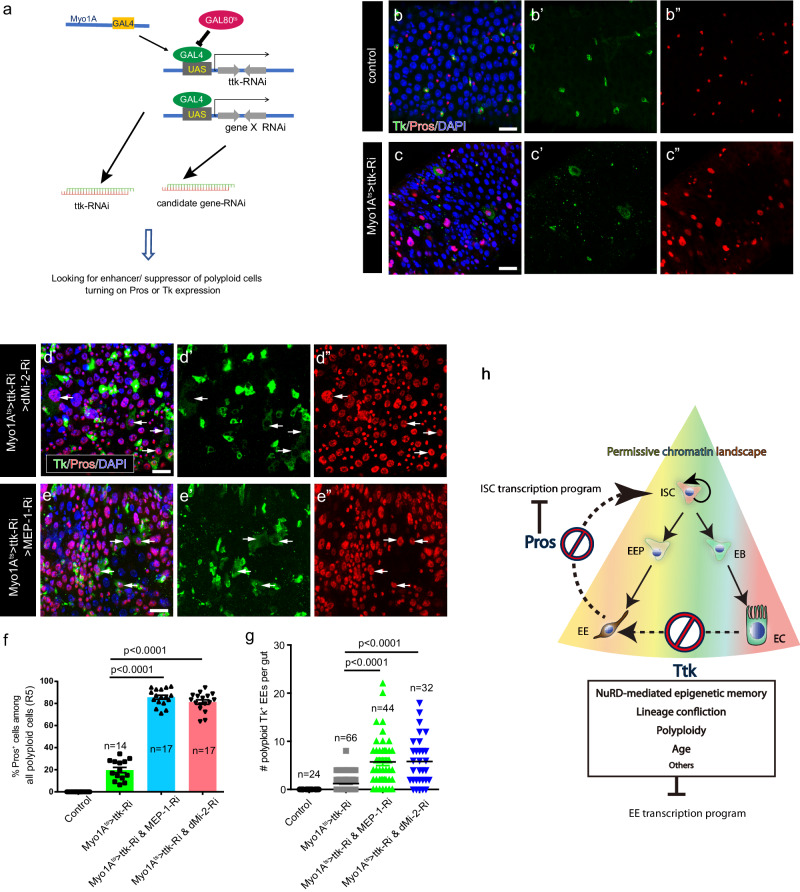
Genetic screen identifying NuRD complex as a barrier to EC-to-EE transdifferentiation. **a** Screening strategy for identifying potent suppressors of EC-to-EE trans-differentiation upon Ttk-depletion. Candidate TFs or epigenetic regulators were individually or co-depleted with Ttk-RNAi using Myo1A-GAL4. The percentage/number of polyploid cells expressing Pros or Tk was calculated and compared. **b**, **c** Compared to the control (**b**), knocking down ttk in ECs leads to the activation of Pros and Tk expression in a subset of these cells (**c**). **d**, **e** Compared to the control of Ttk knockdown alone (**c**), simultaneously knocking down Ttk with either MI2 (**d**) or MEP1 (**e**) significantly increases the proportion of polyploid cells expressing Pros and Tk. **f** Quantification of percentages of Pros^+^ cells in polyploid cells. Error bars represent Mean ± SEM; ***p < 0.001 (two-tailed Student’s *t* test). “n” indicates the number of guts used for quantification; source data are provided as a Source Data file. **g** Quantification of the number of polyploid cells expressing Tk in each gut. Error bars represent Mean ± SEM ***p < 0.001 (two-tailed Student’s *t* test). “n” indicates the number of guts used for quantification; source data are provided as a Source Data file. **h** Schematic explaining cell-fate plasticity in the Drosophila ISC lineage. Despite having distinct transcriptome profiles, ISCs, EEs, and ECs exhibit a remarkably similar chromatin accessibility profile on loci associated with stem cell identity genes, EC identity genes, and EE identity genes. The permissive chromatin landscape allows for cell identity switches within the ISC lineage: Depletion of Ttk in ECs initiates EC-to-EE transdifferentiation, which is mediated by the master regulator Pros. Depletion of Pros in EEs initiates EE-to-ISC dedifferentiation due to the derepression of ISC identity genes. However, the reprogramming process is hindered by various barriers, including NuRD chromatin remodeling complex-mediated epigenetic memory, lineage confliction, polyploidy, and age, which limit fate-conversion efficiency. Scale bars, 20 μm.

## Discussion

Our study highlights a paradigm of in vivo cell reprogramming through the depletion of a single endogenous factor. Although in vivo transdifferentiation has been observed in some cases across various species^2^, it is often rare, inefficient, or not amenable to genetic screens. The in vivo transdifferentiation process in adult *Drosophila* midgut described in this study provides a genetically tractable system that should greatly facilitate the dissection of the genetic and molecular mechanisms underlying cell plasticity (Fig. 7h).

Our initial analysis with this in vivo transdifferentiation system reveals several insights into the molecular barriers to cell reprogramming (Fig. 7h). Firstly, chromatin accessibility may be a crucial factor that determines the feasibility and effectiveness of cell identity switches. Differentiated cells in a common stem cell lineage are more amenable to cell fate switches because they may share a permissive chromatin landscape. For instance, shared chromatin accessibility in mammalian ISCs, absorptive and secretory progenitors explains how secretory progenitors can adopt absorptive cell fate upon the loss of the master secretory cell fate regulator, atoh1^29^. This may also account for the ability of both types of intestinal progenitor cells and even differentiated cells to dedifferentiate back into ISCs following damage or nutrient fluctuation^4,47^. A recent study also shows that in newborn flies, EEs located in the anterior midgut have the ability to undergo nutrition-dependent cell dedifferentiation into ISCs^48^. Another example, alpha, beta, and delta cells in pancreatic islets, which share a similar chromatin accessibility landscape and are amenable for cell reprogramming towards beta cells with minimal genetic manipulations^49,50^. However, for cell identity switches across different germ layers, additional factors that remodel chromatin accessibility may become indispensable. When inducing pluripotent stem cells from fibroblasts, Oct4 and Sox2 in the Yamanaka factors are considered as pioneer factors because of their ability to make chromatin accessible in addition to their role in transcriptional regulation^51–53^, and the ability to generate permissive chromatin landscapes may be key to promoting cell reprogramming and pluripotency induction by the Yamanaka factors.

Secondly, lineage confliction may represent a potential barrier to reprogramming. During the EC-to-EE transdifferentiation process, we found that the loss of Ttk not only induced expression of Pros, a major factor driving EE transdifferentiation but also upregulated Dpn, a factor involved in neuroblast self-renewal that inhibits cell differentiation. Depletion of Dpn significantly improved the efficiency of EC-to-EE transdifferentiation. It remains unclear why Dpn is activated following Ttk depletion, as the *dpn* locus is associated with closed chromatin status in both ISCs and differentiated intestinal cells^42^. Nevertheless, it is possible that during cell reprogramming by gene manipulation with endogenous or exogenous factors, multiple lineage-promoting programs are activated simultaneously, leading to lineage confliction and hinders lineage commitment, thus constituting a barrier to transdifferentiation. Lineage confliction as a barrier to reprogramming has been indicated in several cases^40,41,54^, and lineage confliction as a way to prevent lineage commitment has been considered as a strategy for the induction of pluripotency^55^.

Lastly, our observations suggest that epigenetic memory may constitute another barrier to reprogramming. We noticed that young or newly-differentiated ECs had higher EC-to-EE transdifferentiation efficiency than older ECs. Young ECs were more amenable to Pros activation, and some even acquired the ability to produce peptide hormones, a hallmark of functional EEs. Additionally, our genetic screen showed that depletion of the NuRD chromatin remodeling complex significantly enhanced transdifferentiation efficiency, as nearly all ECs, including old ECs, had activated Pros. The NuRD complex, which possesses both chromatin remodeling and HDAC activities, has been implicated in Ttk-mediated transcriptional repression^44^. We suggest that the epigenetic modifications made by the NuRD complex at Ttk target loci could serve as an age-dependent epigenetic memory of the repressive chromatin status, thus hindering transcriptional de-repression of target genes upon Ttk depletion in elder ECs. Nevertheless, further studies with this system should lead to the identification of additional factors involved in the regulation of cell plasticity and cell reprogramming, which may eventually help to understand the molecular basis of the age factor that limits cell plasticity, a property that has important implications in diseases and regenerative medicine.

## Methods

### Fly strains and husbandry

The following fly strains were used in this study: Myo1A-GAL4^ts^,UAS-GFP; Mex1-GAL4 (BDSC, #91368, 91369); GMR23G10-GAL4 (BDSC, #45845); prosV1-GAL4, UAS-GFP (gift from Bruce Edgar); Tk-GAL4^21^; Su(H)GBE (NRE)-GAL4 (gift from Steven Hou); UAS-ttk-RNAi#1(VDRC: GD4414); UAS-ttk-RNAi#2 (BDSC, #26315, TRiP.JF02088); UAS-pros-RNAi#1 (BDSC, #26745, TRiP.JF02308); UAS-pros-RNAi#2 (BDSC, #42538, TRiP.HMJ02107); UAS-E2f1-RNAi (BDSC, #27564, TRiP.JF02718); UAS-dpn-RNAi (BDSC, #26320, TRiP. JF02094); UAS-Mi-2-RNAi (BDSC, #33419, TRiP.HMS00301); UAS-MEP-1-RNAi (BDSC, #33676 TRiP.HMS00540); UAS-Pros (BDSC, #32244); UAS-ttk69 (BDSC, #7361); Rab3-EYFP (BDSC, #62541); esg-lacZ (BDSC, #10359); A142-GFP^56^; Tk-GFP^21^; Su(H)GBE-lacZ (NRE-lacZ, gift from Sarah Bray); Pros-mCherry-KI (generated in this study); and a recombined UAS-Flp,GAL80ts; Act<stop<lacZ, Tub-GAL80^ts^ stock^16^. Fly stocks were cultivated on standard food with yeast paste added on the food surface and kept at 25 °C unless otherwise stated.

The GAL4/UAS/GAL80^ts^ system was used to conduct conditional knocking down or overexpression of target genes in specific cell types^57,58^. Unless otherwise stated, all crosses were performed at 18 °C, and 5–7 day-old adult F1 progenies with correct genotypes were collected and transferred to 29 °C to induce gene expression.

### Generation of pros-mCherry-KI line

The Pros-mCherry-KI strain is a genetically modified line in which mCherry is inserted in-frame with the Pros gene. This was achieved by removing the stop codon of Pros and replacing it with a mCherry-w cassette, resulting in the production of a C-terminal mCherry-tagged Pros protein. The generation of the Pros-mCherry-KI line involved CRISPR/Cas9-mediated genome editing through homology-dependent repair (HDR). This process utilized a guide RNA and a double-stranded DNA plasmid donor. Specifically, the genomic DNA of the Pros locus was targeted and cut at the +4th nucleotide from the stop codon of the gene using the following guide RNA primers:

Sense oligo 5’-CTTCGAGAGCAGCTGGAATAAGTGG;

Antisense oligo 5’-AAACCCACTTATTCCAGCTGCTCTC

The donor vector utilized in this study contains a mCherry-white cassette, which is surrounded by upstream and downstream homology arms for facilitating homology-dependent recombination. The upstream homology arm spans 966 base pairs, ranging from −966 to −1 nucleotide positions relative to the stop codon of the pros gene. This homology arm was amplified using the following primers:

Forward oligo 5’- CCGACACCGACATATACACG

Reverse oligo 5’- TTCCAGCTGCTCTAAAAAATTG;

The downstream homology arm used in this study is 985 base pairs in length, spanning from +4 to +988 nucleotide positions relative to the stop codon of the pros gene. This homology arm was amplified using the following primers:

Forward oligo 5’- GTGGAGGAGTTGGCGCTG

Reverse oligo 5’- ATTCCCGATTTCCGTCCGTC

To introduce the desired genetic modifications, the sgRNA (single guide RNA) and the dsDNA donor vector were injected into the embryos. The white marker was employed as a selection marker to identify successful knock-in progeny. These selected progeny were then subjected to sequencing analysis to confirm the accurate incorporation of the knockin modification.

### Immunostaining

Immunostaining of the Drosophila midgut was conducted following previously described protocols^59^. Briefly, 8–10 guts from adult female flies were dissected in ice-cold 1X phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde for 30 min at room temperature. The samples were then dehydrated with methanol and rehydrated in a PBT solution (PBS containing 0.1% Triton X-100) for three cycles.

Next, the samples were incubated with primary antibodies diluted in a 5% normal goat serum (NGS)-PBT solution for 2 h at room temperature or overnight at 4 °C. After three washes with PBT, the samples were incubated with secondary antibodies for 2 h at room temperature. Nuclei were stained with DAPI for 5 min. The samples were mounted in 70% glycerol, and the slides were stored at −20 °C.

Imaging was performed using either the Nikon A1R or Leica SP8 confocal microscopes. All acquired images were adjusted and assembled using Adobe Photoshop and Illustrator. ImageJ was used for measuring fluorescence intensity, and for calculating nuclear size and cell number.

Primary antibodies used in this study were as follows: mouse anti-Pros (DSHB #MR1A; 1:300); mouse monoclonal anti-β-galactosidase (DSHB,# 40-1a; 1:30); mouse anti-Dl (DSHB Cat#C594.9B; RRID:AB_528194; 1:300); rabbit anti-AstC (lab generated antibody (RRID: AB_2753141) and gift from Dr. Dick Nassel; 1:300); rabbit anti-Tk (lab generated antibody (RRID: AB_2569591) and gift from Dr. Jan-Adrianus Veenstra; 1:300); rabbit polyclonal anti-β-galactosidase (Cappel, 0855976; 1: 3000); Rabbit anti-pH3 (CST Cat# 9701; RRID:AB_331535; 1:500); Rabbit anti-Pdm1 (lab generated antibody and gift from Dr. Xiaohang Yang; 1:200); Rabbit anti-Dpn (lab generated antibody and gift from Dr.Yuh-NungJan, RRID:AB_2567048;1:250); Rabbit anti-Sox100b (lab generated antibody in our lab; 1:500)^26^; Rabbit anti-Ttk69 (lab generated antibody in our lab; 1:200)^16^; Rabbit anti-Sox21a (lab generated antibody in our lab; 1:100)^36^. Secondary antibodies used in this study include Alexa Fluor 488-, 568- or Cy5-conjugated goat anti-rabbit, anti-mouse IgGs (Molecular Probes, A11034-A11036, A10524; 1:300). For nuclei staining, DAPI (Sigma-Aldrich, 1 μg/ml) was used.

### Fluorescence-activated cell sorting (FACS)

To obtain cells for sorting (for GFP^+^ and PI^−^), adult female flies aged 5–7 days with the following genotypes were cultivated at 29 °C for 7 days:

1. esg-GAL4, tubP-GAL80^ts^, UAS-GFP/+

2. Myo1A-GAL4, UAS-GFP/+; tubP-GAL80^ts^/+

3. Myo1A-GAL4, Tk-GFP/ UAS-ttk-RNAi; tubP-GAL80^ts^/+

4. Myo1A-GAL4, UAS-GFP/ UAS-ttk-RNAi; tubP-GAL80^ts^ / UAS-pros-RNAi

5. Myo1A-GAL4, UAS-GFP/+; tubP-GAL80^ts^ / UAS-pros

6. UAS-GFP, tubP-GAL80^ts^/+; prosV1-GAL4/+

7. UAS-GFP, tubP-GAL80^ts^/+; prosV1-GAL4/ UAS-pros-RNAi

For flies with the genotype of Myo1A-GAL4, UAS-GFP/ UAS-ttk-RNAi; tubP-GAL80^ts^/ pros-mCherry-KI, GFP^weak^ and mCherry^+^ cells were sorted.

FACS (Fluorescence-Activated Cell Sorting) was performed according to previously published protocols^60,61^. In brief, 100–150 guts for each sample were dissected in ice-cold DEPC-PBS (Diethylpyrocarbonate-treated phosphate-buffered saline) within 2 h, and the dissected guts were then digested in 1 mg/ml elastase solution (Sigma, cat. no. E0258) for 1 h at room temperature. The samples were centrifuged at 500 g for 10 min at 4 °C, and the cell pellet was resuspended in 600 μl of DEPC-PBS containing 1 μg/ml propidium iodide (PI, Invitrogen, #P3566), except for Myo1A-GAL4, UAS-GFP/UAS-ttk-RNAi; tubP-GAL80^ts^/ pros-mCherry-KI flies, where 1 μg/ml DAPI was used instead of PI. PI^-^ GFP^+^ (DAPI^-^; GFP^weak^; mCherry^+^) cells were sorted into ice-cold DEPC-PBS using a FACS Aria II sorter (BD Biosciences) equipped with FACSDiva software (Version 6.1.3) (Supplementary Fig. 10). The sorted cells were then used for subsequent RNA-sequencing and ATAC-sequencing experiments.

### RNA-sequencing and data analysis

FACS-sorted cells from the following genotypes were used for RNA-sequencing:

1. Myo1A-GAL4,UAS-GFP/+; tubP-GAL80^ts^/+

2. Myo1A-GAL4, UAS-GFP/ UAS-ttk-RNAi; tubP-GAL80^ts^/ UAS-pros-RNAi

3. Myo1A-GAL4, UAS-GFP/+; tubP-GAL80^ts^/ UAS-pros

4. Myo1A-GAL4, Tk-GFP/ UAS-ttk-RNAi; tubP-GAL80^ts^/+

For each sample, approximately 20,000 PI^−^ GFP^+^ cells were FACS sorted into ice-cold PBS and collected by centrifugation.

The RNA extraction and amplification steps were performed using the Arcturus PicoPure RNA isolation kit (Applied Biosystems, Cat#KIT0204) and the Arcturus RiboAmp HS PLUS RNA amplification kit (Applied Biosystems, Cat#KIT0525), respectively. The procedures were carried out following the manufacturer’s instructions.

The amplified RNA samples were utilized for sequencing following previously established protocols^61^. Briefly, 1 μg of the amplified RNA samples were used for library preparation, and library construction was performed using the NEB Next Ultra II DNA library prep kits (New England Biolabs, cat. no. E7645L). Single-ended deep sequencing was conducted on an Illumina HiSeq-2500 sequencing system with a read length of 50 base pairs.

In addition to the datasets generated in this study, several previously published RNA-sequencing datasets from our lab were also included in the data analysis. These datasets were generated using the same methodology. The raw sequencing data underwent a filtering process, and only high-quality reads were retained. These filtered reads were then aligned to the D. melanogaster genome (BDGP6) using STAR (v2.7.10a), and counts were assigned to protein-coding genes using featureCounts (v2.0.1). DESeq2 was employed to identify significantly differentially expressed genes with the following parameters: adjusted p-value (Padj) < 0.01 and the absolute value of log2 fold change (FC) > 0.5. Gene Ontology (GO) analysis for the differentially expressed genes was performed using DAVID^62^. Heatmaps were generated using the R package “pheatmap”.

In addition to the datasets generated in this study, bulk RNA-sequencing profiles of three cell types were utilized: enteroendocrine (EE) cells labeled by ProsV1-GAL4, progenitor cells labeled by esg-GAL4, and enterocyte (EC) cells labeled by Myo1A-GAL4. These profiles were previously described^15^. The top 500 genes with the highest expression scores were designated as cell type markers. These cell-type markers were then utilized as gene sets for the combined analysis of ATAC-seq and RNA-seq data.

### ATAC-sequencing and data analysis

For ATAC-sequencing, FACS-sorted cells from the following genotypes were used:

1. esg-GAL4, tubP-GAL80^ts^, UAS-GFP/+

2. Myo1A-GAL4,UAS-GFP/+; tubP-GAL80^ts^/+

3. UAS-GFP, tubP-GAL80^ts^/+; prosV1-GAL4/+

4. UAS-GFP, tubP-GAL80^ts^/+; prosV1-GAL4/ UAS-pros-RNAi

5. Myo1A-GAL4, UAS-GFP/UAS-ttk-RNAi; tubP-GAL80^ts^/ pros-mCherry-KI

Approximately 40,000 PI^-^ GFP^+^ (DAPI^-^; GFP^weak^; mCherry^+^) cells were FACS sorted for each sample. The sorted cells were collected by centrifugation into ice-cold PBS.

DNA tagmentation and library preparation were performed using the ATAC-Seq Kit (Active motif, Catalog No. 53150) following the manufacturer’s instructions. Paired-end deep sequencing was conducted on an Illumina HiSeq-2500 sequencing system with a read length of 150 base pairs.

The raw sequencing data underwent preprocessing steps to eliminate low-quality reads and remove index sequences using Cutadapt software. The resulting clean data were then mapped to the D. melanogaster genome (BDGP6) using bowtie2 (version 2.3.5.1). PCR duplicates were removed using the picard MarkDuplicates function, while multimapped reads were eliminated using samtools. Regions listed in the blacklist were also removed using the bedtools intersect function. To generate bigWig (bw) files, the deepTools bamCoverage function was employed with BPM normalization. Finally, peaks were called using MACS3 to identify regions of enriched signal.

### Integrated transcriptome and chromatin accessibility analysis

Differential gene expression analysis was performed to identify genes that are differentially expressed between normal and Pros-depleted enteroendocrine cells (EEs), as well as between normal enterocytes (ECs) and transformed EEs. Additionally, cell type signature genes were determined using the methodology described earlier.

To evaluate the chromatin accessibility landscape of these genes, ATAC-seq peaks within a region spanning 3 kb upstream to 3 kb downstream of each gene locus were plotted. These peaks were ranked based on their openness, from strongest to weakest. The EnrichedHeatmap package was used to plot the ATACseq profile in combination with the transcriptome data.

To assess the similarity of transcriptome and ATAC-seq profiles among normal progenitor cells, EEs, ECs, and transformed cells, pair-wise Pearson correlation analysis was performed.

The R package Diffbind (v3.10.0) was used to merge narrow peaks from all samples and to count & normalize the reads on peaks. Principal Component Analysis (PCA) plots were generated to visualize the similarity of chromatin accessibility among different cell types in the intestine, as well as among different organs.

### Statistics and reproducibility

All experiments were independently replicated at least 2–3 times, and consistent results were obtained. The manuscript includes representative figures that demonstrate the findings.

ImageJ software (version 1.48 v) was utilized for cell number counting. Quantitative data were presented as the mean ± standard error of the mean (SEM). Statistical analysis to determine significant differences was performed using GraphPad Prism 6 software (GraphPad Software Inc.). The *p*-values were calculated using the unpaired Student’s *t*-test with Welch’s correction.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

The raw and processed datasets, including RNA-seq data and ATAC-seq results generated in this study, have been made available in the supplementary material or deposited in the GEO database under the accession code GSE235505. The genome datasets used in this study were BDGP6 for RNA-seq and ATAC-seq analysis. Additionally, three RNA-seq datasets previously reported by our lab are accessible in the GEO database under the following accession codes: GSE130943 (RNA-seq data of esg^+^ cell^42^), GSE130305 (RNA-seq data of ECs^26^), and GSE211632 (RNA-seq for control EE and Pros-depleted EE^15^). Furthermore, several public ATAC-seq datasets related to multiple tissues were utilized in this study: GSE157776 (intestinal stem cells^30^), GSE59078 (Drosophila eye-antennal discs from wandering third instar larvae^31^), SRX9186391-SRX9186393 (2-day-old Drosophila whole testis; https://www.ncbi.nlm.nih.gov/bioproject/PRJNA665509^63^), GSE81434 (OSC, ovarian somatic cells^32^), and GSE154645 (FACS sorted GFP^+^ neurons from larval brain, elav > Dcr-2, mCD8::GFP)^33^. Source data are provided with this paper.

# Supplementary material for: Cell-fate conversion of intestinal cells in adult Drosophila midgut by depleting a single transcription factor
**Source:** Nat Commun. 2024 Mar 26;15:2656. doi: 10.1038/s41467-024-46956-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Cell-fate conversion of intestinal cells in adult *Drosophila* midgut by depleting a single transcription factor**

Xingting Guo<sup>1, 2</sup>, Chenhui Wang<sup>1, 3 \*</sup>, Yongchao Zhang<sup>1, 2</sup>, Ruxue Wei<sup>1</sup>,  
Rongwen Xi<sup>1, 2 \*</sup>

## Supplementary Figures

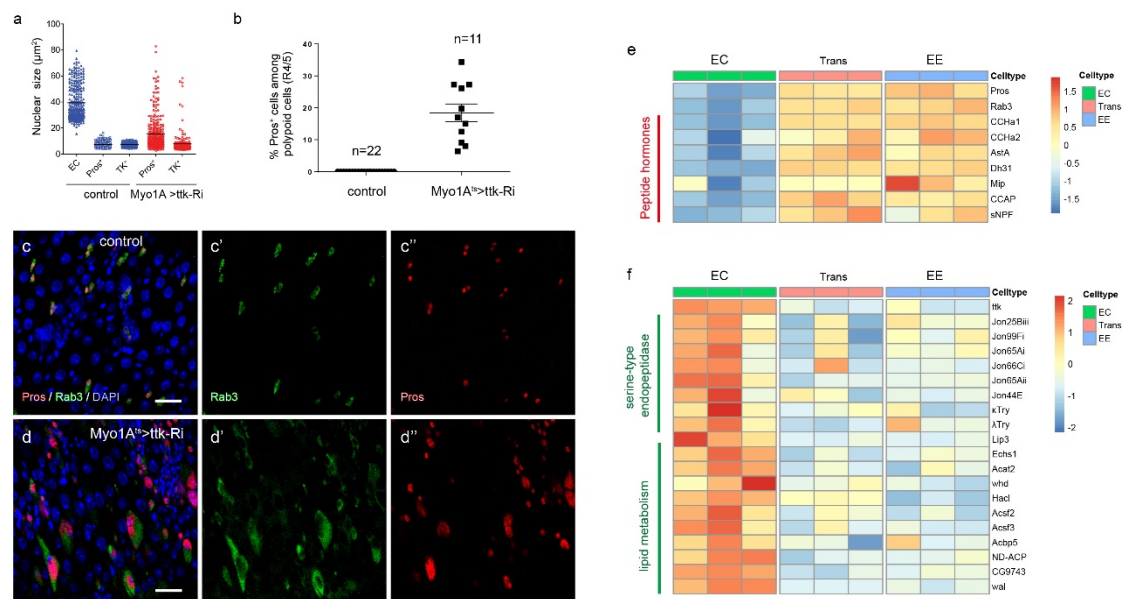

**Supplementary Figure 1. Activation of EE identity genes and suppression of EC function related genes in Ttk-depleted ECs. Related to Figures 1 and 2.**

(a) Ploidy analysis of Pros<sup>+</sup> or Tk<sup>+</sup> cells in normal and Myo1A<sup>ts</sup>>ttk-RNAi guts. In normal guts, Pros and Tk are expressed only in diploid cells. In Myo1A<sup>ts</sup>>ttk-RNAi guts, Pros or Tk expression is found in a subset of polyploid cells. Cells with nuclear size >20 μm<sup>2</sup> were defined as polyploidy.

(b) Quantification of Pros<sup>+</sup> cells in normal and Ttk-depleted ECs. Mean ± SEM, "n" indicate the number of guts used for quantification; source data are provided as a Source Data file.

(c-d) Rab3 is only expressed in EEs in normal gut (c). Its expression is found in some ECs following Ttk depletion (d).

(e) Heatmap showing the mRNA level of multiple EC identity genes is significantly upregulated in Ttk-depleted ECs, including the pan-EE TF Prospero, the secretory process component Rab3, and multiple peptide hormones.

(f) Heatmap showing the mRNA level of multiple EC function related genes is significantly downregulated in Ttk-depleted ECs, including genes encoding serine-type endopeptidase and proteins involved in lipid metabolic processes.

Scale bars, 20 μm

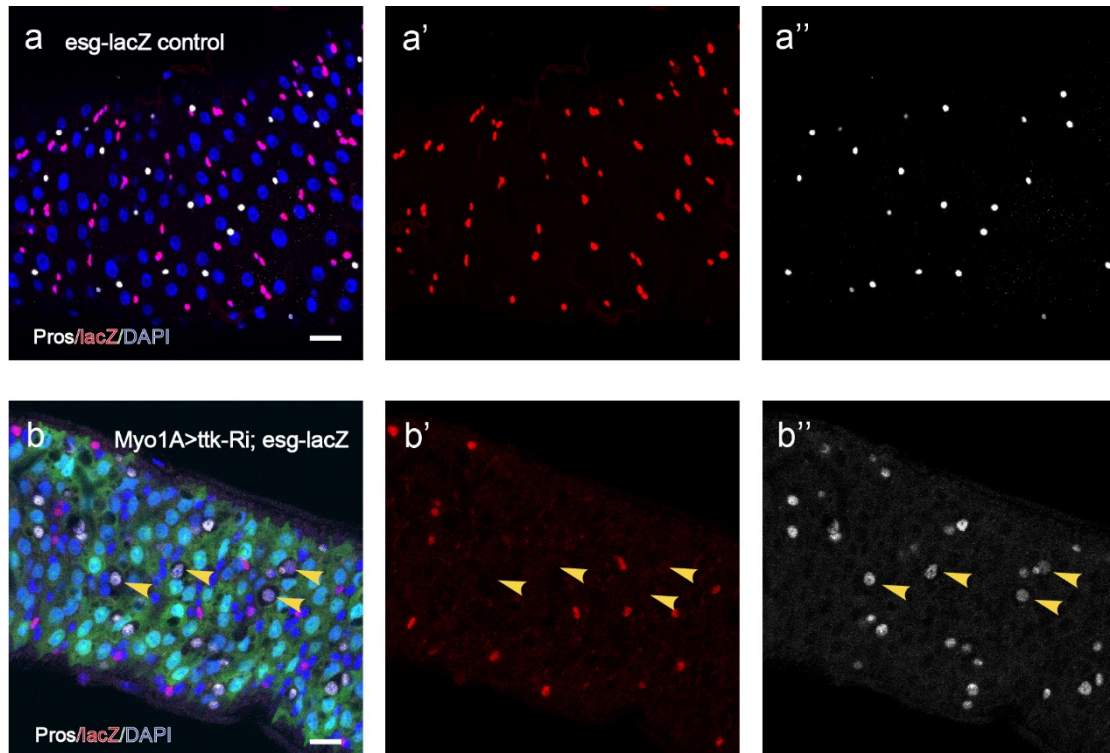

**Supplementary Figure 2. Ttk-depletion induces direct EC to EE transdifferentiation.**

**Related to Figure 1.** No progenitor marker *esg-lacZ* could be observed in Ttk-depleted polyploid cells (b).

Scale bars, 20  $\mu$ m

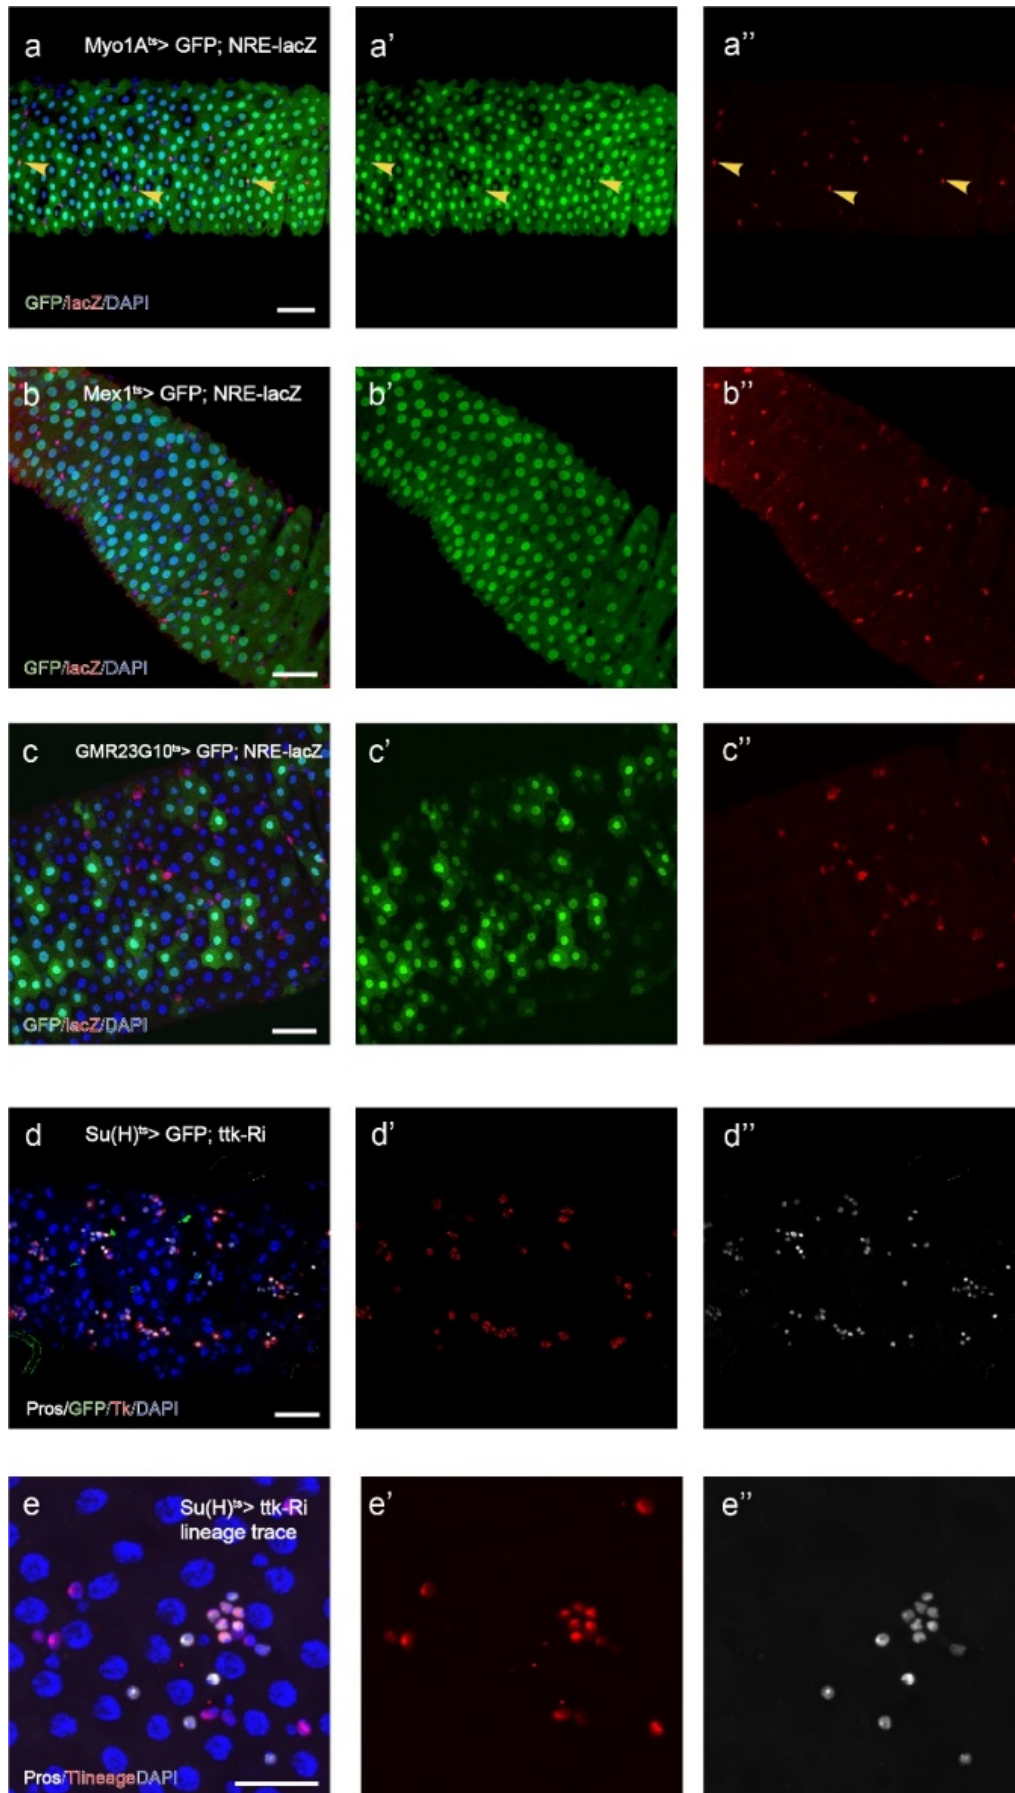

**Supplementary Figure 3. The transdifferentiated Polyploid Pros<sup>+</sup> cells are derived from ECs, not EBs. Related to Figures 1 and 2.**

(a) The EB maker NRE-lacZ is expressed in part of Myo1A-GFP<sup>+</sup> cells (yellow arrowheads, with small nuclear size).

(b-c) The EB maker NRE-lacZ is not expressed in GFP<sup>+</sup> cells driven by Mex1-Ga4 (b) or GMR23G10-Gal4 (c), two additional EC-specific drivers.

(d) Knocking down Ttk in EC-committed EBs leads to accumulation of diploid EE cell clusters, but no polyploid Pros<sup>+</sup> cells could be observed.

(e) Lineage tracing analysis using Su(H)-GBE-Gal4 shows that EBs with Ttk depletion give rise to diploid but not polyploid Pros<sup>+</sup> cells.

Scale bars, 50  $\mu$ m.

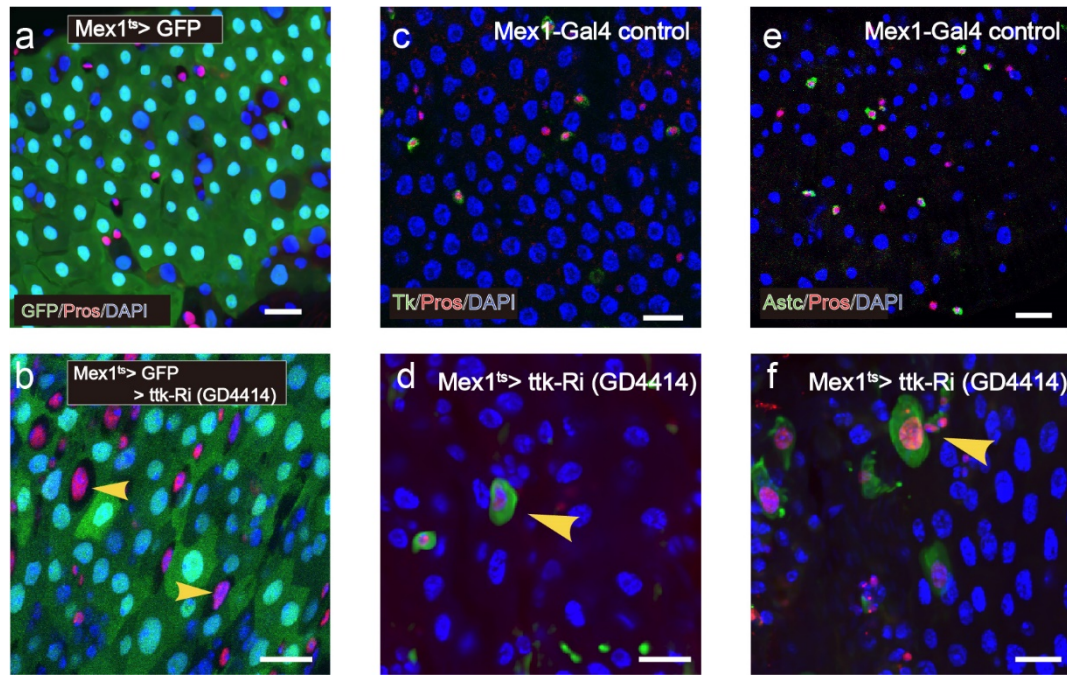

**Supplementary Figure 4. Knocking down Ttk using Mex1-Gal4 leads to EC-to-EE transdifferentiation. Related to Figures 1 and 2.**

(a-b) Knocking down Ttk in ECs using Mex1-Gal4 induces the appearance of Pros<sup>+</sup> polyploid cells, and GFP expression in these transdifferentiated cells is suppressed (b).

(c-f) Tk or AstC expression is observed in the transdifferentiated cells (d, f, yellow arrowhead);

Scale bars, 20  $\mu$ m.

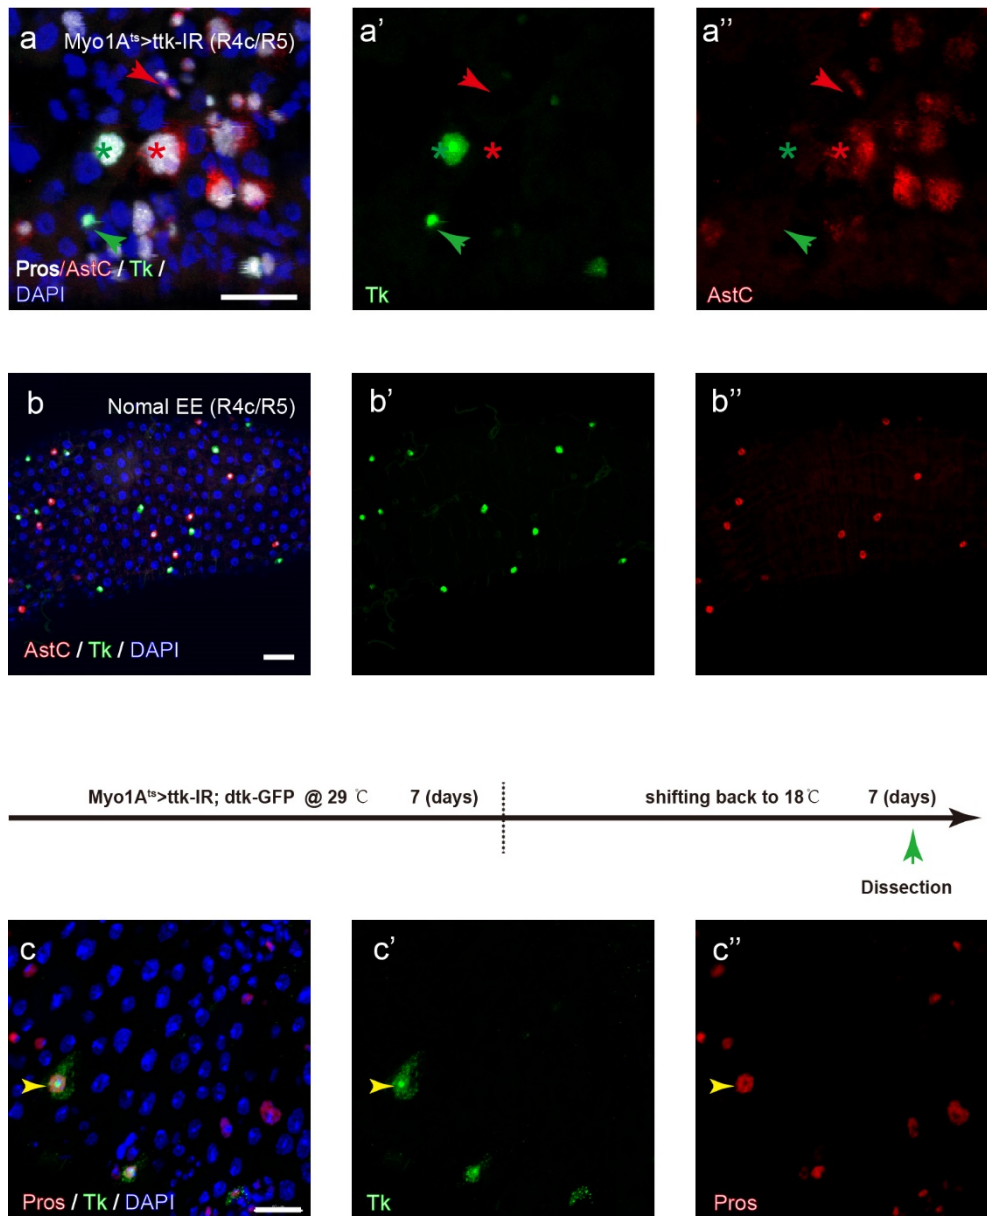

**Supplementary Figure 5. The transdifferentiated cells exhibit subtype diversity similar to normal EEs. Related to Figure 2.**

(a-b) Tk or AstC expression can be observed in the transdifferentiated cells, and similar to that in normal EEs (b), the expression of Tk (a, green star) and AstC (a, red star) in the transdifferentiated cells is also mutually exclusive.

(c) The identity of the transdifferentiated cells persists after shifting Myo1A>ttk-RNAi flies back to 18°C culture for 7 days (yellow arrowheads);

Scale bars, 20 µm.

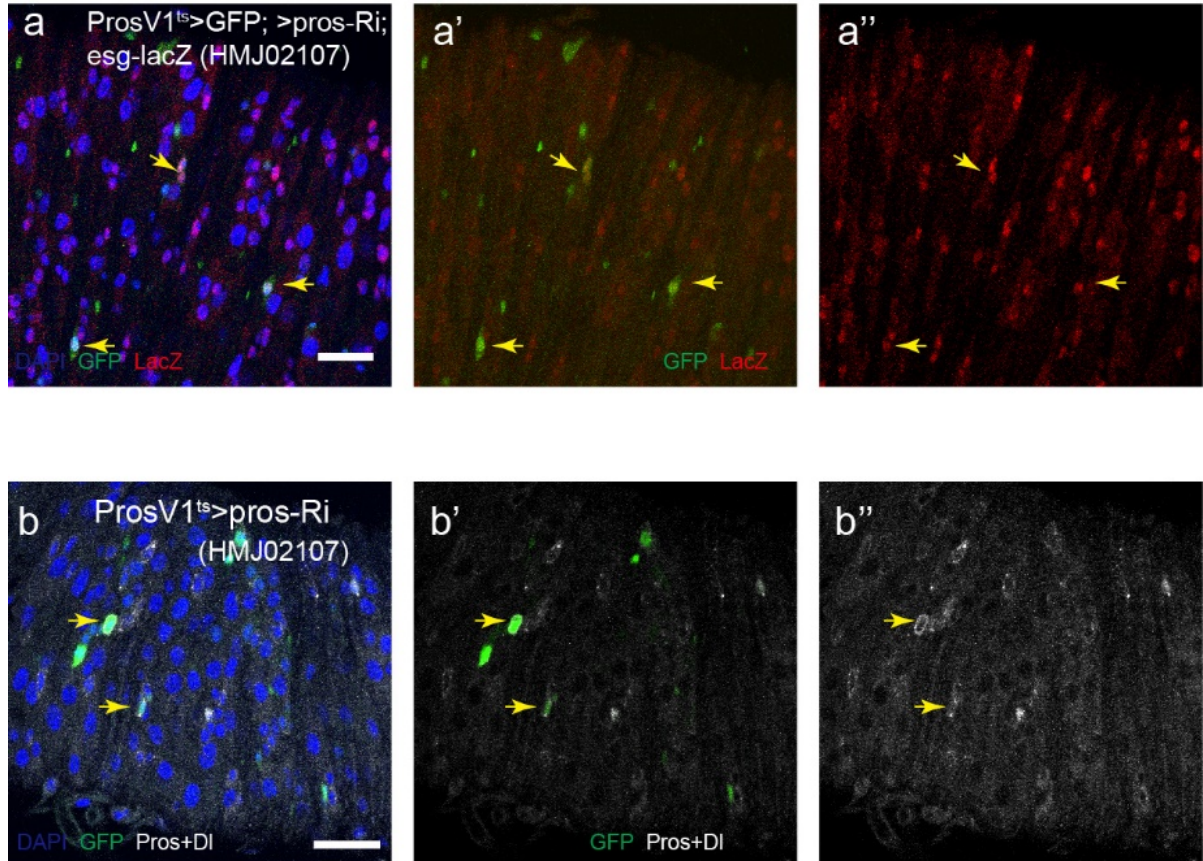

**Supplementary Figure 6. Knocking down Pros in EEs with an independent RNAi line (TRiP.HMJ02107) leads to EE-to-ISC transdifferentiation. Related to Figure 4.**

Note the turn on of progenitor cell marker esg-lacZ (a, yellow arrows) and DI (b, yellow arrows) in prosV1>GFP<sup>+</sup> cells.

Scale bars, 50  $\mu$ m.

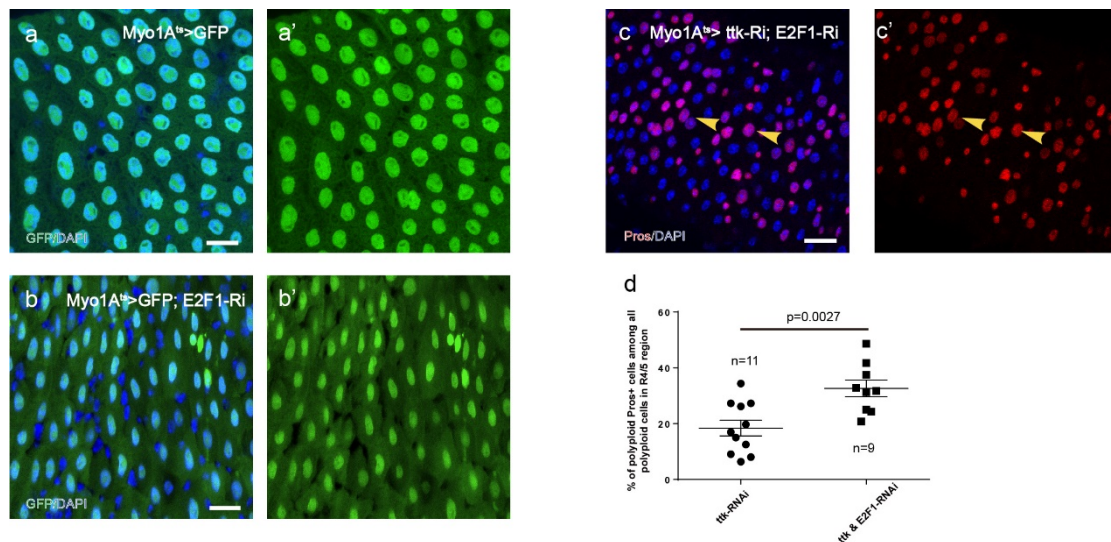

**Supplementary Figure 7. Polyploidy might be a barrier to cell transdifferentiation.**

**Related to Figure 6.**

(a-b) Knocking down E2F1 using Myo1A-Gal4 leads to decreased nuclear sizes in ECs.

(c-d) Knocking down both Ttk and E2F1 using Myo1A-GAL4 leads to significant increase of Tk<sup>+</sup> polyploid cells. \*\*p<0.01 (two-tailed Student's t test). "n" indicate the number of guts used for quantification; source data are provided as a Source Data file.

Scale bars, 20  $\mu$ m.

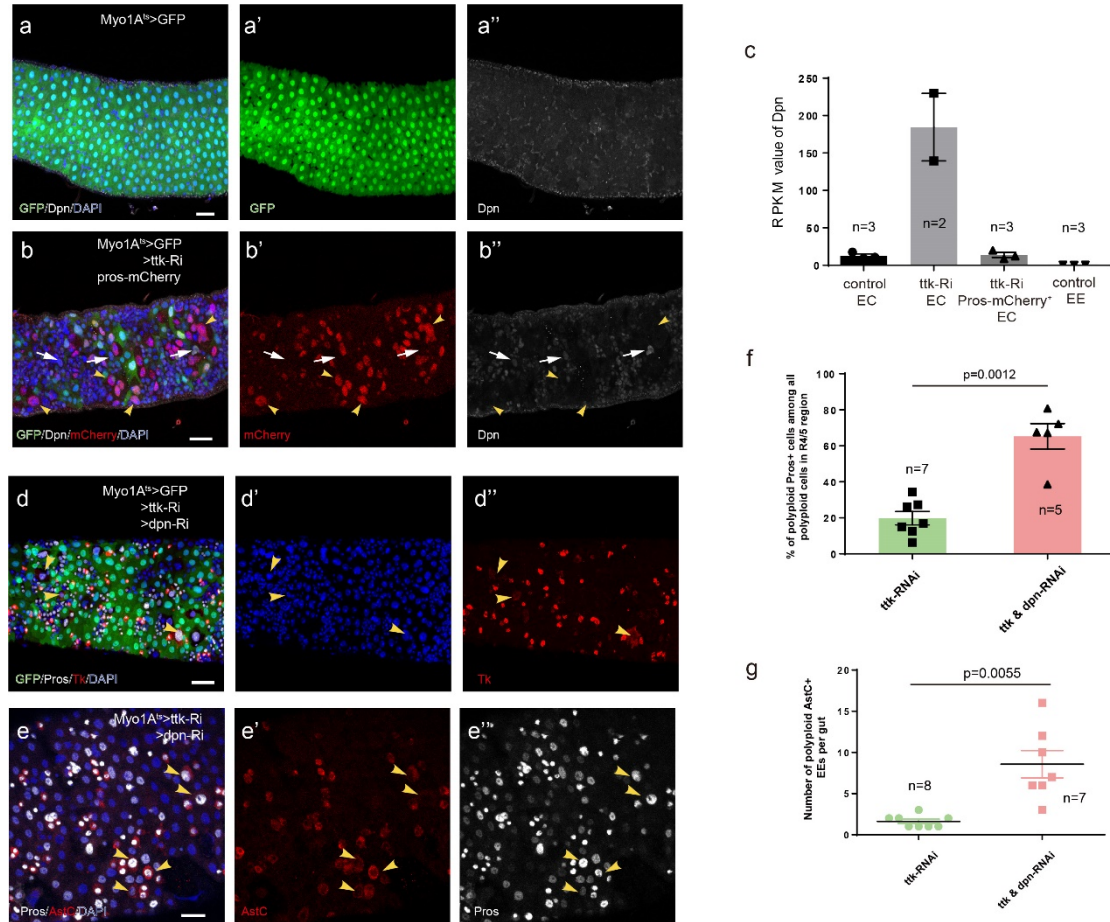

**Supplementary Figure 8. Lineage conflict as a barrier to the EC-to-EE transdifferentiation. Related to Figure 6.**

(a-b) Dpn is not expressed in normal guts (a); Depleting Ttk in ECs causes Dpn derepression (b, white arrow), and co-staining with Pros (b, yellow arrowheads) reveals an inverse correlation between the expression of Dpn and Pros.

(c) The transcription levels of *dpm* in normal EC and EE, as well as in Ttk-depleted ECs without or with Pros activation. Error bars represent Mean  $\pm$  SEM, "n" indicate the replicates of RNA-seq; source data are provided as a Source Data file.

(d-e) Knocking down both *ttk* and *dpm* using Myo1A1-GAL4 leads to significant increase of Tk<sup>+</sup> (d, yellow arrowhead) and AstC<sup>+</sup> (e, yellow arrowhead) polyploid cells;

(f-g) Quantification of Pros<sup>+</sup> (f) and AstC<sup>+</sup> (g) polyploid cells upon *ttk*-knock down alone or *ttk* and *dpm* together. Error bars represent Mean  $\pm$  SEM, \*\*\*p<0.001 (two-tailed Student's t test), "n" indicate the number of guts used for quantification; source data are provided as a Source Data file.

Scale bars, 20  $\mu$ m.

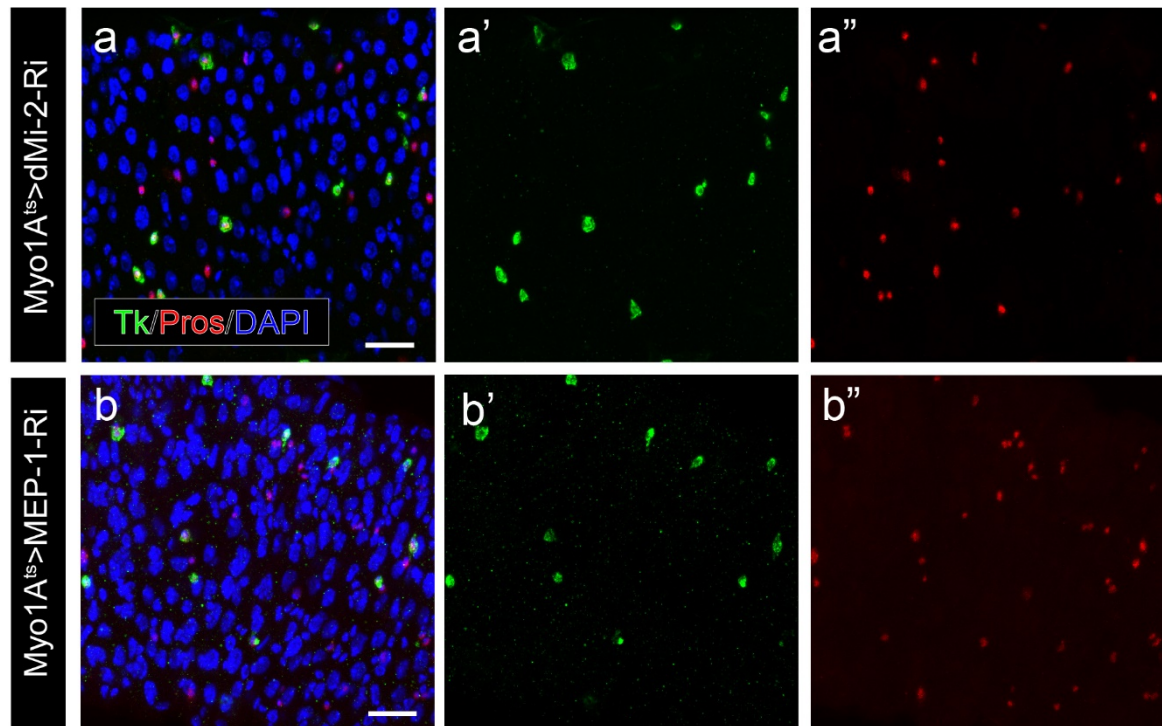

**Supplementary Figure 9. Depletion of Mi-2 or MEP1 in ECs does not cause any obvious phenotype. Related to Figure 7.**

(a-b) Depletion of either dMi-2 (a) or MEP1 (b) using Myo1A-GAL4 does not induce the expression of Pros or Tk expression in ECs.

Scale bars, 20 μm.

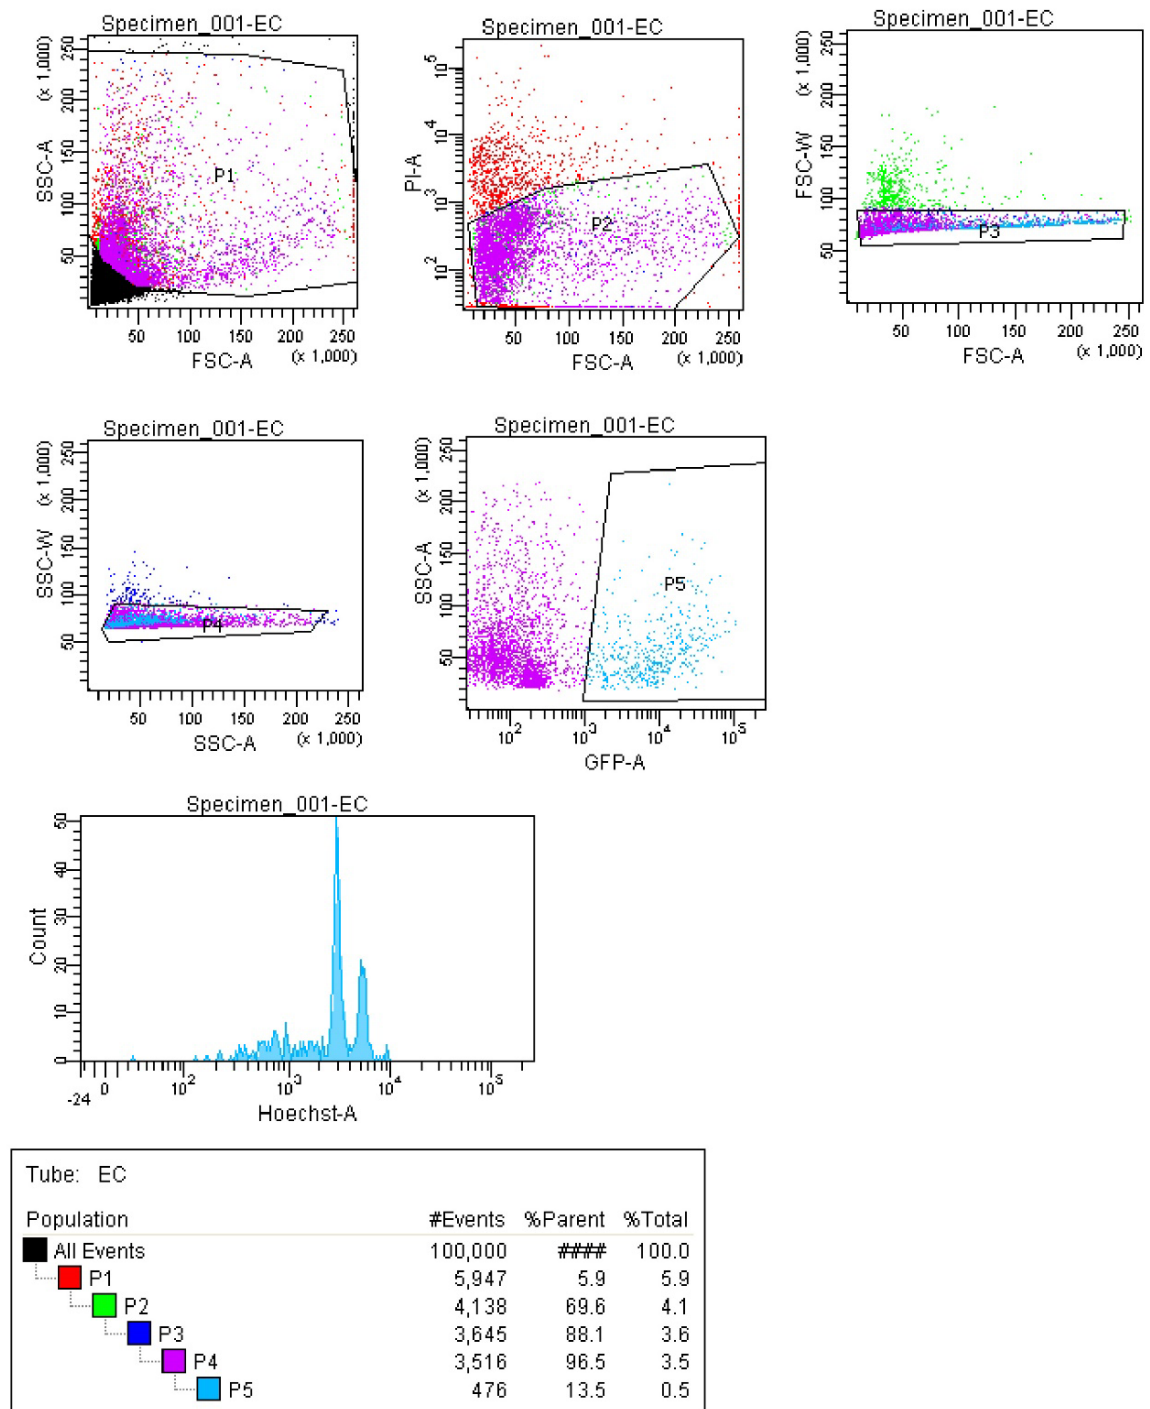

**Supplementary Figure 10. FACS sequential gating/sorting strategies. Related to Figures 2, 3, and 5.**

GFP<sup>+</sup> cells in P5 are collected and used for ATAC- and RNA-sequencing analysis.

# Supplementary material for: Cell-fate conversion of intestinal cells in adult Drosophila midgut by depleting a single transcription factor
**Source:** Nat Commun. 2024 Mar 26;15:2656. doi: 10.1038/s41467-024-46956-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Differently expressed genes among EC, EE and ttk-depletion induced transformed EEs. Related to figure 2g.

### **File Name: Supplementary Data 2**

**Description:** Transcriptome of normal EE, EC, and u-Pros or ttk-IR&pros-IR depleted ECs. Related to Figure 3i.

### **File Name: Supplementary Data 3**

**Description:** Gene list of significantly up-regulated genes in pros depleted EEs. Related to Figure 4a-c.

### **File Name: Supplementary Data 4**

**Description:** List of top 250 progenitor identity genes. Related to figure 4b.

### **File Name: Supplementary Data 5**

**Description:** List of epigenetic regulators and RNAi screen for additional barriers. Related to Figure 7.

# Supplementary material for: Cell-fate conversion of intestinal cells in adult Drosophila midgut by depleting a single transcription factor
**Source:** Nat Commun. 2024 Mar 26;15:2656. doi: 10.1038/s41467-024-46956-8
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | NIKON NIS Elements (version 5.21.00); BD FACSDiva (version 6.1.3)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | <p>Bulk RNA-sequencing: Raw reads were mapped to D. melanogaster genome (BDGP6) and counts assigned to protein-coding genes were calculated using featureCounts (v1.6.3). DESeq2 was then used to identify significantly differently expressed genes using the following parameters: Padj&lt;0.01, and the absolute value of log2 FC&gt;0.5. GO analysis for differently expressed genes was performed using DAVID 42, and the R package “pheatmap” was used for generating heatmaps.</p> <p>ATAC-seq analysis: Raw sequencing reads were mapped to the D. melanogaster genome (BDGP6) using bowtie2 (version 2.2.4). To generate bigWig (bw) files, the deepTools bamCoverage function was employed with BPM normalization. Finally, peaks were called using MACS3 to identify regions of enriched signal.</p> <p>The GSEA analysis was performed done using the R package “clusterprofiler”;</p> <p>ImageJ software (version 1.48v) was utilized for cell number counting.</p> <p>GraphPad Prism 6 software (GraphPad Software Inc.) was used to calculate p-values by unpaired student’s t-test or anova test.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed datasets, including RNA-seq data and ATAC-seq results generated in this study, have been made available in the supplementary material or deposited in the GEO database under the accession code GSE235505 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235505>). The genome datasets used in this study was BDGP6 for RNA-seq and ATAC-seq analysis. Additionally, three RNA-seq datasets previously reported by our lab are accessible in the GEO database under the following accession codes: GSE130943 (RNA-seq data of esg+ cell; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130943> 42), GSE130305 (RNA-seq data of ECs; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130305> 26), and GSE211632 (RNA-seq for control EE and Pros-depleted EE; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211632> 15). Furthermore, several public ATAC-seq datasets related to multiple tissues were utilized in this study: GSE157776 (intestinal stem cells; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157776> 30), GSE59078 (Drosophila eye-antennal discs from wandering third instar larvae; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59078> 31), SRX9186391-SRX9186393 (2-day-old Drosophila whole testis; <https://www.ncbi.nlm.nih.gov/bioproject/PRJNA665509> 63), GSE81434 (OSC, ovarian somatic cells; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81434> 32), and GSE154645 (FACS sorted GFP+ neurons from larval brain, elav>Dcr-2, mCD8::GFP; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154645>; ) 33. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Pre-determining sample sizes is not necessary, as the number of Drosophila is not limited. Sample sizes were determined based on variations between different genotypes and treatments. At least 2-3 replicates were carried out for each experiment.

Data exclusions

No data were excluded from these analysis.

Replication

All experiments were reproduced for at least 2-3 times and representative results were shown in the manuscript. For key results, independent RNAi lines targeting to the same genes were also used to verify these findings.

Randomization

The flies with same genotypes were collected together and been randomly allocated into different groups or treatments.

Blinding

Blinding was performed in all quantifications. Other experiments were not blinded to the investigators, as the genotypes of the fly strains should be visible to the investigators to carry out appropriate treatment, and staining with appropriate antibody.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary antibodies used in this study were as follows: mouse anti-Pros (DSHB #MR1A; 1:300); mouse monoclonal anti-<math>\beta</math>-galactosidase (DSHB, # 40-1a; 1:30); mouse anti-DI (DSHB Cat#C594.9B; RRID:AB_528194; 1:300); rabbit anti-AstC (lab generated antibody (RRID: AB_2753141) and gift from Dr. Dick Nassel; 1:300); rabbit anti-Tk (lab generated antibody (RRID: AB_2569591) and gift from Dr. Jan-Adrianus Veenstra; 1:300); rabbit polyclonal anti-<math>\beta</math>-galactosidase (Cappel, 0855976; 1: 3000); Rabbit anti-pH3 (CST Cat# 9701; RRID:AB_331535; 1:500); Rabbit anti-Pdm1 (lab generated antibody and gift from Dr. Xiaohang Yang; 1:200); Rabbit anti-Dpn (lab generated antibody and gift from Dr.Yuh-NungJan, RRID:AB_2567048;1:250); Rabbit anti-Sox100b (lab generated antibody in our lab; 1:500); Rabbit anti-Ttk69 (lab generated antibody in our lab; 1:200); Rabbit anti-Sox21a (lab generated antibody in our lab; 1:100).</p> <p>Secondary antibodies used in this study include Alexa Fluor 488-, 568- or Cy5-conjugated goat anti-rabbit, anti-mouse IgGs (Molecular Probes, A11034-A11036, A10524; 1:300). For nuclei staining, DAPI (Sigma-Aldrich, 1<math>\mu</math>g/ml) was used.</p> |
| Validation      | <p>All antibodies used in this study have been validated by previous work specifically in Drosophila midgut. mouse anti-Pros (DSHB #MR1A; 1:300); rabbit anti-AstC (gift from Dr. Dick Nassel); rabbit anti-Tk (gift from Dr. Jan-Adrianus Veenstra) (PMID: 31851941) rabbit polyclonal anti-<math>\beta</math>-galactosidase (Cappel, 0855976; 1: 6000); mouse monoclonal anti-<math>\beta</math>-galactosidase (DSHB, # 40-1a; 8:300) (PMID: 32460025); Rabbit anti-Dpn (lab generated antibody and gift from Dr.Yuh-NungJan, RRID:AB_2567048;1:250) (PMID: 32049006); Rabbit anti-Sox21a (lab generated antibody in our lab) (PMID: 27187149)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study involves the use of adult female flies. Adult female flies with correct genotypes were collected and used for subsequent genetic manipulation for 7d in most experiments. Details for treatments were presented in the figures and the main text. |
| Wild animals            | This study did not use wild animals                                                                                                                                                                                                                         |
| Reporting on sex        | Adult female flies were used in this study.                                                                                                                                                                                                                 |
| Field-collected samples | This study did not use field-collected samples.                                                                                                                                                                                                             |
| Ethics oversight        | The use of Drosophila does not require ethical approval.                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | 100-150 guts for each sample were dissected in ice-cold DEPC-PBS within 2 hours, and were digested in 1mg/ml elastase solution (Sigma, cat. no. E0258) for 1 hour at room temperature with gentle shakes. The dissociated samples were then centrifuged at 500g for 10 min at 4 °C, and re-suspended in 500 $\mu$ l DEPC-PBS with 1mg/ml propidium iodide (PI, Invitrogen, #P3566). |
| Instrument         | Cells were collected using a FACS Aria II sorter (BD Biosciences)                                                                                                                                                                                                                                                                                                                   |

|                           |                                                                                                                                                                                                                                                                                                                                |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | BD FACSDiva (version 6.1.3)                                                                                                                                                                                                                                                                                                    |
| Cell population abundance | Around 20000 PI- GFP+ cells were sorted for each sample.                                                                                                                                                                                                                                                                       |
| Gating strategy           | First side scatter (SSC-A, log) and forward scatter (FSC-A, log) are plotted to eliminate fragments in the cell suspension; second, PI-561nm and FSC-A are plotted to eliminate dead cells. Thirdly, SSC-A and SSC-W are plotted to exclude cell clusters, and finally FITC (GFP) and SSC-A are plotted to collect GFP+ cells. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

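ATAC-seq was carried out by the authors on 5 populations of sorted midgut cells, esg+ progenitor cells, EEs, ECs, Pros-depleted EEs and Ttk-depleted ECs. The peak list of 1 library of each was used here. Reads were trimmed with Cutadapt, mapped to BDGP6 with bowtie2, and cleared of duplicates, multimapped reads and blacklisted regions, after which peaks were called in each sample with MACS3. Each peak list, as deposited by the authors, gives intervals and summits. The fold enrichment of each peak over the background of its own library was computed by the authors with MACS3. The -log10 p and -log10 q of each peak were computed by the authors with MACS3 against the same background. All peaks had a q under 0.05. The reads, the read counts on peaks and the RNA-seq profiles were not used here. Other tissues and the immunostaining were not analysed here.

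Intervals with several summits were counted once. Peaks on 6 chromosome arms (2L, 2R, 3L, 3R, 4 and X) were kept, which left out between 25 and 108 peaks per library on other sequences. No peak lay on the mitochondrial genome. Genes, transcripts and TSSs came from the Ensembl release 115 annotation of BDGP6. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

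Sharing was computed for each of the 20 ordered pairs of libraries from overlaps of at least 1 bp, beside 100 circular shifts of the peaks along each arm. Correlations were computed as Pearson's r over regions merged from all 5 lists, for 10 pairs. Within-list ranks were used because the fold enrichment depends on the depth of each library. For the origin and destination of depleted cells, regions with a peak in one normal cell type and none in another were followed into the depleted library. Genes were given windows of 3 kb around their TSSs, or their body with 3 kb to each side at the esg, pros and nub loci. The genes upregulated after Pros depletion were compared with 10000 random lists of protein-coding genes matched on 10 classes of gene length, as a description without a p-value. Supplementary Data 1, 2 and 4 were not used for any test of gene sets, because they were held only in part or were shorter than stated.

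With 1 library per population analysed here, no test was made between populations, and the 95% Wilson intervals of shares cover counting error only. Depth was not stated. Fragments at summits and local backgrounds were obtained by inverting MACS's Poisson model with a pseudocount of 1, which gave a solution for 100% of the peaks of every list. The lowest background was shared by 410 peaks in Ttk-depleted ECs and by between 1768 and 3090 peaks in the other libraries. On simulated lists with known answers, 100% of the summit values were recovered in a deep list and 99.96% in a shallow one. The lowest background of the shallow list came out at 0.285 against 0.400 planted, since a few peaks that were not recovered set it. Overlap shares planted at 20%, 50% and 80% were recovered as such, and planted correlations of 0.385 and 0.786 came out at 0.383 and 0.787.

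The genes to be named were fixed before the data were examined: esg, pros and nub, the 12 marker genes, the other genes whose depletion, derepression or reporter the paper describes, and the genes nearest to the 5 strongest regions found in a single library. Any other gene is said to have been chosen after its values were seen. The alternatives were peaks with a -log10 q of at least 5 or 10, equal numbers of peaks (the strongest 3269 of each list), all sequences, windows of 250 bp around summits, merging within 250 bp, ranks of -log10 p, presence or absence alone, regions with a peak in both libraries, 1 kb bins, overlap of at least 50% of each peak or at the summit, and other gene windows. Correlation of the log2 number of fragments at summits, and the regions with no peak in the third normal cell type, were added after the data were seen.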

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

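The tests of the signal over Hnf4 and of the peaks on the Y chromosome were all chosen only after these results had been seen. Hnf4 itself was singled out after its values were seen, and the paper's text does not discuss its accessibility.

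A signal outside the loci the paper discusses was found over exons of Hnf4 (FBgn0004914, 2L from 8687226 to 8709611). In EEs, 2 neighbouring peaks, from 8687902 to 8689606 and from 8689847 to 8690228, had 3316 and 1880 fragments at their summits. The highest number at any peak elsewhere in that library was 363. In Pros-depleted EEs the corresponding peaks, from 8687901 to 8689606 and from 8689846 to 8690223, had 3134 and 1759 fragments, against 320 elsewhere. Progenitor cells, ECs and Ttk-depleted ECs had no peak there. Both libraries with the signal came from flies with prosV1-GAL4, and the other 3 did not.

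More copies of the whole Hnf4 locus would raise the background along the gene. Over the exons the local background was 37.7 and 38.0 times the lowest background in EEs, and 47.1 times in Pros-depleted EEs. At the other 9 peaks of Hnf4 in these libraries it was at most 3.83 times the lowest, while in progenitor cells it reached 5.83 times. This argues against copies of the whole locus. A candidate explanation is a DNA copy of Hnf4 exons without introns, such as a transgene, a plasmid or an amplification product. The gap between the peaks falls on an intron of 188 bp, and each of the 8 edges lay within 33 bp of an exon boundary of Hnf4. Of 18082 edges of other EE peaks, 14.9% lay that close to an exon boundary of a protein-coding gene. The edges in the 2 libraries nearly coincide and are not independent. The wider peak also spans 3 shorter introns, with 88.0% of it exonic in EEs, and peak intervals cannot show whether these introns are missing from the signal. The source of such a copy was not tested, and accessible chromatin at these exons in cells of the EE lineage stays open as an untested biological explanation.

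Chromosome Y carried 4 peaks in EEs, 7 in ECs and 4 in Pros-depleted EEs, although the flies were female, and none in progenitor cells and Ttk-depleted ECs. The paper does not report on this chromosome. The peaks fell into 8 regions, of which 4 had a peak in more than 1 library. Reads from like sequence on other chromosomes may be the source: 75.05% of the 30-base words in these regions also occur on the chromosome arms. In 100 random sets of Y stretches of the same lengths this share had a median of 43.9% and a maximum of 69.0%. The sequenced reads were longer than these words, and multimapped reads were removed. Shared words therefore do not show that reads from the arms would be placed on this chromosome. Male tissue among the guts was not tested, and no biological explanation was tested.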

How the results depend on the processing

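The alternatives were set before the data were examined, except the correlation of the log2 number of fragments and the shares without regions of the third normal cell type, which were chosen only after the data had been seen. No paired analysis was possible because 1 library per condition was analysed. Correlations are given for ECs with EEs, ECs with progenitor cells, EEs with progenitor cells, EEs with Pros-depleted EEs and ECs with Ttk-depleted ECs, in this order. Shares after depletion are given for EE and not EC regions and EC and not EE regions in Ttk-depleted ECs, then EE and not progenitor regions and progenitor and not EE regions in Pros-depleted EEs. Unless stated otherwise, the cause of a change was not tested.

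With a -log10 q of at least 5, the correlations were 0.424, 0.809, 0.436, 0.733 and 0.370, and the share of regions with a peak in all 3 normal cell types was 40.1%. The shares in Ttk-depleted ECs were 1.75% and 4.53%, and that of progenitor and not EE regions in Pros-depleted EEs 25.2%. Of the genes upregulated after Pros depletion, 72.2% had a peak in EEs and 74.3% in Pros-depleted EEs. With a -log10 q of at least 10, the correlations were 0.383, 0.763, 0.359, 0.706 and 0.161, and the shares after depletion 0.111%, 0.926%, 35.1% and 19.4%. The upregulated genes had a peak in 63.7% and 62.9% of cases. This threshold leaves 110 peaks in Ttk-depleted ECs, which limits every value that involves that library.

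At equal numbers of peaks, the correlations were 0.275, 0.748, 0.323, 0.635 and 0.438, and the share in all 3 normal cell types was 38.1%. The shares in Ttk-depleted ECs were 16.6% and 43.3%, that of EE and not progenitor regions in Pros-depleted EEs 49.1%, and the upregulated genes had a peak in 39.4% and 43.7% of cases. By its construction this alternative leaves fewer peaks in the longer lists.

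With windows of 250 bp around summits, the correlations were 0.408, 0.781, 0.512, 0.736 and 0.445, the share in all 3 normal cell types 32.7%, and the shares in Ttk-depleted ECs 6.13% and 8.63%. Merging peaks within 250 bp changed the share in all 3 normal cell types to 37.3%, and using all sequences changed the correlation of ECs with progenitor cells to 0.791. Ranks of -log10 p gave 0.505, 0.853, 0.589, 0.806 and 0.491.

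Presence or absence alone gave -0.051, 0.248, 0.291, 0.527 and 0.176, so that the value for ECs and EEs changed its sign. Regions with a peak in both libraries gave 0.493, 0.782, 0.731 for EEs with Pros-depleted EEs, and 0.368 for ECs with Ttk-depleted ECs. Bins of 1 kb gave 0.644, 0.851, 0.697 and 0.824 for the first 4 pairs. The log2 number of fragments in regions with a peak in both gave 0.590, 0.920, 0.592, 0.795 and 0.560. With gene bodies and 3 kb to each side, 82.1% and 84.7% of the upregulated genes had a peak in EEs and Pros-depleted EEs, and with 0.5 kb around TSSs 59.4% and 61.7%.

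Over the main setting and the alternatives set in advance, the EC and progenitor correlation was the highest of the 3 normal pairs in 10 of 11 settings, the exception being presence or absence alone. The EE and progenitor value was above the EC and EE value in 10 of 11, the exception being a -log10 q of at least 10. The EE and Pros-depleted EE value was above the EC and Ttk-depleted EC value in 11 of 11. In 7 of 7 of these settings each, regions of the original cell type had a higher share after depletion than regions of the new one, for Ttk and for Pros. The Ttk order changed outside them: without regions that have a peak in the third normal cell type, the shares were 2.99%, 1.08%, 36.8% and 18.4%. With equal numbers of peaks as well they were 14.4%, 27.4%, 46.2% and 25.8%, and the Ttk order was the first one again. More upregulated genes had a peak in Pros-depleted EEs than in EEs in 5 of 6 settings, the exception being a -log10 q of at least 10. Of the 230 alternative values of the 45 other results, 84 stayed within their interval or within 1.5 times their count and 146 did not. Of 120 values of peak sharing, 69 fell and 29 rose beyond their interval.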

Differences from the paper's values

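The correlations here were computed on ranks of peak strength over merged regions. The paper's methods name pair-wise Pearson correlation and then the counting and normalization of reads on merged peaks with Diffbind, without saying whether these counts entered the correlations. The paper describes the correlations before and after depletion for differentially expressed genes, so it is not known whether the values are on 1 scale. No test in this part was chosen after the results were seen, except the correlation of the log2 number of fragments.

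The paper's text gives 0.78 and 0.88 as the ends of a range, and their pairs were taken from Fig. 5c. Between ECs and EEs r was 0.456, against the paper's 0.78. Between ECs and progenitor cells r was 0.799, against the paper's 0.88, and between EEs and progenitor cells 0.558, against the paper's value of about 0.81 in Fig. 5c, read by eye. Between EEs and Pros-depleted EEs r was 0.780, against the paper's 0.89. Between ECs and Ttk-depleted ECs r was 0.478, against the paper's 0.65. None of the alternatives set before the data were examined brought any of these 5 values to the paper's. For ECs and progenitor cells, ranks of -log10 p (0.853) and 1 kb bins (0.851) came nearer to it from below. The log2 number of fragments, which was chosen after seeing the values, gave 0.920 for this pair, above the paper's value, and left the other 4 below the paper's.

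The paper states, citing earlier work, that the dpn locus is closed in ISCs and differentiated intestinal cells. Within 3 kb of a TSS of dpn (FBgn0010109, 2R from 8228971 to 8232330), progenitor cells, ECs and Ttk-depleted ECs had 1 peak each, at percentiles 35.9, 54.0 and 55.2 of fold enrichment in their lists. EEs and Pros-depleted EEs had none. Where in this window the peaks lie was not examined, so they do not show that dpn itself is accessible.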

Other observations

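The tests by thinning, of progenitor cells among the sorted Pros-depleted EEs and of distance to TSSs were chosen only after their patterns had been seen, as were the fragment estimate of depth and the share of exonic peaks set beside the peak at pros.

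Ttk-depleted ECs had 3269 peaks and ECs 10048. The lowest background in ECs was 35.3 times that in Ttk-depleted ECs. With each lowest background divided by the smallest peak width of its list, as a stand-in for fragment length, the ratio is 12.1 instead. Both are consistent with a lower sequencing depth of the Ttk-depleted EC library as a source of the difference, and its size is uncertain. Weak peaks that fall below the calling threshold were expected to leave nearly all of the strongest EC peaks in place. Of the strongest of 10 classes of EC peaks, 80.7% had a peak in Ttk-depleted ECs and 19.3% did not, so this test does not decide whether the threshold explains all of the missing peaks. When the numbers of fragments at EC peaks were thinned to the background of the Ttk-depleted ECs, 12.5% of all EC peaks, and 56.8% of the strongest class, would be expected above the lowest -log10 p of that library. Thinned by the fragment ratio instead, with the background scaled as before, 59.3% and 99.3% would be expected. Both use 1 factor for all peaks. Observed were 23.0% and 80.7%, between these estimates, so the thinning does not decide whether lower depth accounts for the EC peaks not found. For progenitor peaks 39.0% or 84.8% would be expected and 26.0% were observed, and for EE peaks 24.7% or 82.5% and 24.2%, below both estimates. For peaks of Pros-depleted EEs 25.6% or 82.6% would be expected and 26.9% were observed, between them as for ECs. In the strongest class, 68.4% (65.4 to 71.3) of progenitor peaks were observed and 91.4% or 99.99% expected, 56.0% (52.8 to 59.2) of EE peaks and 71.6% or 99.9%, and 63.3% (60.0 to 66.5) of peaks of Pros-depleted EEs and 72.9% or 99.9%. For the strongest peaks of these 3 libraries, and for progenitor peaks as a whole, thinning by either ratio leaves more peaks than were observed. The thinning assumes that every peak of these libraries is also accessible in Ttk-depleted ECs. They are other cell populations, and only 73.5% of progenitor peaks and 62.1% of EE peaks overlapped a peak of the deeper EC library. A shortfall can thus come from the cell type at any depth and does not test depth. In the weakest class more peaks were observed than the background ratio expected. There, 5.26% of progenitor peaks were observed and 2.89% expected, 5.19% of EE peaks and 2.01%, and 6.38% of peaks of Pros-depleted EEs and 2.58%. The model with 1 factor therefore misses in the weakest class, and the shortfall among strong peaks is not evidence for or against depth. What else differs between these libraries and Ttk-depleted ECs was not tested. A loss of accessibility after Ttk depletion, or the sorting of GFPweak cells, stays open and cannot be told apart from missing depth with 1 library.

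Ttk-depleted ECs shared more peaks with ECs than with EEs, and Pros-depleted EEs more with EEs than with progenitor cells. If the longer list of ECs were the whole cause of the first direction, it would have to change at equal numbers of peaks. There, Ttk-depleted ECs shared 67.2% of their peaks with ECs, 66.4% with progenitor cells and 55.2% with EEs. Between ECs and EEs this is a difference of 12.0 percentage points. Pros-depleted EEs shared 76.0% with EEs and 69.0% with progenitor cells, a difference of 7.07 percentage points. Both directions stayed. For Ttk-depleted ECs this argues against the lengths of the lists as the whole cause. The EE list, with 9048 peaks, was shorter than the progenitor list, with 9311. Its length could not favour EEs, so the values for Pros-depleted EEs do not test this cause. The first direction held in 7 of 7 settings and the second in 6 of 7. With a -log10 q of at least 10, Pros-depleted EEs shared 84.6% of their peaks with EEs and 85.8% with progenitor cells, so the second direction depends on the threshold.

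Pros-depleted EEs had a peak in 18.4% (16.3 to 20.6) of the 1235 regions with a peak in progenitor cells alone among the normal cell types. For regions with a peak in ECs alone this share was 3.29% (2.68 to 4.02). It rose with the strength of the progenitor peak, from 12.0% in the weakest of 4 classes to 24.3% in the strongest. Progenitor cells among the sorted Pros-depleted EEs and a gain of accessibility in converted EEs predict the same and cannot be told apart, since the library is a mixture of cells without a marker for their origin.

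Of the peaks at pros, 4 were found in Pros-depleted EEs and in no other library. Among them, 1 lay wholly inside an exon, from 11374546 to 11374889 on 3R, and the other 3 did not. Reads from the copy of pros in the RNAi construct would give such an exonic peak, but of the 561 peaks found only in this library, 72 lay wholly inside an exon of a protein-coding gene, or 12.8% (10.3 to 15.9). A single exonic peak among 4 does not stand out from this share, so the construct and other sources cannot be told apart for this peak. At ttk, 1 peak was found in Ttk-depleted ECs alone, and it did not lie inside an exon.

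Regions with a peak in all 3 normal cell types lay closer to TSSs than others. The summit was within 500 bp of a TSS in 63.0% (61.7 to 64.3) of these regions, against 22.3% (21.3 to 23.3) of regions with a peak in 1 cell type. If stronger peaks alone explained this, the difference would disappear among regions of like strength. Within 4 classes of strength it was at least 25.9 percentage points. If it came from weak peaks near the calling threshold, it would disappear at a -log10 q of at least 10, where it was 21.7 percentage points, against 40.8 with all peaks. That threshold also turns regions with a weak peak in a second cell type into regions of 1 cell type, so the reason for the fall was not tested. In the weakest class at that threshold it was 6.18 percentage points and the intervals overlapped, so the hypothesis that accessible regions shared by the cell types may be mostly promoters is not borne out there. Peaks of 1 library each were compared, and replicates would be needed to separate cell types from libraries.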
